# Transcriptomic Profiling of DAF-7/TGFβ Pathway Mutants in *C. elegans*

**DOI:** 10.3390/genes11030288

**Published:** 2020-03-09

**Authors:** Muhan Hu, David Crossman, Jeevan K. Prasain, Michael A. Miller, Rosa A. Serra

**Keywords:** TGFβ, *daf-1*, *daf-3*, RNA sequencing, *C. elegans*, gene ontology, qPCR

## Abstract

The transforming growth factor beta superfamily encompasses a large family of ligands that are well conserved across many organisms. They are regulators of a number of physiological and pathological processes. The model nematode *Caenorhabditis elegans* has been instrumental in identifying key components of the transforming growth factor beta (TGFβ) pathway. In *C. elegans*, the TGFβ homolog DAF-7 signals through the DAF-1 Type I and DAF-4 Type II receptors to phosphorylate downstream R-SMADs DAF-8 and DAF-14. These R-SMADs translocate into the nucleus to inhibit Co-SMAD DAF-3. Many of the roles of the canonical DAF-7 pathway, involving both DAF-1 and DAF-3, have been identified using targeted genetic studies. Few have assessed the global transcriptomic changes in response to these genes, especially in adult animals. In this study, we performed RNA sequencing on wild type, *daf-1*, and *daf-1*; *daf-3* adult hermaphrodites. To assess the overall trends of the data, we identified differentially expressed genes (DEGs) and performed gene ontology analysis to identify the types of downstream genes that are differentially expressed. Hierarchical clustering showed that the *daf-1*; *daf-3* double mutants are transcriptionally more similar to wild type than *daf-1* mutants. Analysis of the DEGs showed a disproportionally high number of genes whose expression is increased in *daf-1* mutants, suggesting that DAF-1 acts as a general repressor of gene expression in wild type animals. Gene ontology analysis of the DEGs produced many significantly enriched terms, including Molting Cycle, Response to Topologically Incorrect Protein, and Response to Biotic Stimulus. Understanding the direct and indirect targets of the DAF-7 TGFβ pathway through this RNA-seq dataset can provide insight into novel roles of the multifunctional signaling pathway, as well as identify novel genes that may participate in previously reported functions of TGFβ signaling.

## 1. Introduction

Transforming growth factor beta (TGFβ) is the prototype of the large family of secreted ligands that act through downstream receptors to modulate diverse biological functions, such as embryological development, adult stem cell differentiation, immune regulation, wound healing, inflammation, and cancer [1,2,3,4,5,6]. The functionality of this family of proteins is highly conserved among many organisms, including human, mice, nematodes, and flies [7,8,9]. Canonically, TGFβ signals as homo- and heterodimers to activate serine/threonine kinase receptors that act as heterotetramers to phosphorylate downstream receptor-regulated SMADs (R-SMADs). The activated R-SMADs then translocate into the nucleus to regulate the transcription of a wide array of downstream targets [10]. Studies in the past three decades have provided great insight into the multifunctionality of the TGFβ pathway in affecting developmental and pathologic mechanisms, revealing different, and sometimes opposite, responses to TGFβ. For example, while TGFβ has been shown to inhibit the growth of many cell types, such as epithelial [11,12], hematopoietic [13,14], and glial cells [15,16], it can also stimulate the growth of other cell types, such as chondrocytes and osteoblasts [17,18]. These studies unveil the complexities of this pathway and suggest that identification of key effectors of the pathway is crucial to teasing out the mechanisms underlying the differential effects of TGFβ.

Genetic studies in *Caenorhabditis elegans* have been instrumental in the identification of key TGFβ pathway components. In *C. elegans*, DAF-7 encodes a TGFβ homolog and is known primarily for its role in regulating dauer formation [19]. DAF-7 is secreted from the ASI sensory neurons in response to environmental cues, such as food, pheromones, and pathogens [20,21]. It acts as a homodimer to bind the DAF-1 Type I and DAF-4 Type II ser/thr kinase receptors. These receptors function as heterotetramers to phosphorylate downstream R-SMADs DAF-8 and DAF-14. The activated SMADs translocate to the nucleus to suppress the Co-SMAD DAF-3 (Figure 1) [8]. The *daf* genes were initially identified for their roles in dauer formation. They are divided into two categories: dauer constitutive (e.g., *daf-7*, *daf-1*, *daf-4*, *daf-8*, and *daf-14*) and dauer defective (*daf-3*). Genetic crosses of dauer constitutive and dauer defective mutants result in double mutants, such as *daf-1*; *daf-3*, that are dauer defective, suggesting that *daf-3* is epistatic to *daf-1*. This relationship has been observed in many other functions of the pathway, some of which may be conserved in higher animals, including humans.

In addition to dauer formation, DAF-7 in *C. elegans* has been shown to play a role in regulating the expression of AMPA-type glutamate receptor GLR-1 [22], the expression of chemoreceptors in amphid neurons [23], the expression of genes in the distal tip cell to modulate the germline stem cell niche [24,25], and the production of prostaglandins that are important for sperm guidance [26]. These studies illustrate that, similar to mammalian systems, *C. elegans* TGFβ regulates a wide array of biological functions. Understanding the direct and indirect targets of this pathway may uncover novel functions and regulatory mechanisms that are translatable to mammalian systems.

Many of the known targets downstream of DAF-1 and DAF-3 have been identified via direct genetic studies or forward genetic screens. Few studies have characterized the transcriptional profiles of adult TGFβ mutants [27]. In this study, we performed RNA sequencing on wild-type, *daf-1*, and *daf-1*; *daf-3* mutants. We looked at the general trends of the RNA sequencing data, focusing on the genes that are differentially altered by *daf-1* and *daf-3*. The datasets provided in this study are some of the first to be generated by RNA sequencing of the DAF-7 TGFβ pathway mutants. They provide a tool that can facilitate future work in identifying DAF-3 dependent and independent functions and downstream factors of the pathway in *C. elegans*.

## 2. Materials and Methods

### 2.1. C. elegans Strains and Maintenance

*C. elegans* strains Bristol N2 (wild type), *daf-1*(*m40*), and *daf-3*(*mgDf90*) were ordered from the Caenorhabditis Genetics Center (CGC), which is funded by the National Institutes of Health (NIH) Office of Research Infrastructure Programs. The *daf-1*(*m40*)*; daf-3*(*mgDf90*) double mutant strain was generated through genetic crosses. *C. elegans* strains were maintained in NA22 *Escherichia coli* bacteria on nematode growth media (NGM) plates at 16 °C or 25 °C.

To grow worms for RNA isolation, worms were first synchronized by the bleaching technique [28]. Briefly, gravid worms were recovered from ten 10 cm plates by washing with M9 buffer. Worm pellets were washed with M9 buffer until the buffer was clear of bacteria. The resulting worm pellet was exposed to an alkaline hypochlorite solution (1 mg NaOH, 25 mL sodium hypochlorite, and 74 mL H_2_O) and vortexed for 2 min. The mixture was centrifuged up to 1000× *g* for 5 s. The resulting pellet contained a white layer (eggs) and a yellow layer (intact gravid worms). The supernatant was discarded, and the process was repeated with fresh alkaline hypochlorite solution until the pellet was mostly white. The reaction was terminated by washing 5–6 times with M9 buffer. The resulting white pellet was resuspended in 6 mL of S. media and agitated overnight at 16 °C on a nutator to allow the eggs to hatch into L1 larva. The synchronized L1 larva were plated on 15 cm NGM plates and supplemented with thick NA22 *E. coli*. The synchronized worms were grown at 16 °C until the L4 stage and shifted to 25 °C for 24 h before harvesting with M9 buffer. The worms were washed with M9 buffer until the supernatant was clear of bacteria, and the worm pellets were stored in 250 mg aliquots at −80 °C.

### 2.2. RNA Isolation

250 mg of frozen, synchronized worms were homogenized with a Bullet Blender 5 (Next Advance, Troy, NY, USA) and 0.5 mm zirconium beads. Total RNA was extracted with TRIzol (Invitrogen, Carlsbad, CA, USA) following the kit’s protocol.

### 2.3. Next-Generation Sequencing on Illumina Platforms

Sequencing of the total RNA was performed at the University of Alabama at Birmingham (UAB) Heflin Center for Genomic Science Core Laboratories. mRNA-sequencing was performed on the Illumina HiSeq2500 using the latest versions of the sequencing reagents and flow cells providing up to 300 Gb of sequence information per flow cell. Briefly, the quality of the total RNA was assessed using the Agilent 2100 Bioanalyzer followed by 2 rounds of poly A+ selection and conversion to cDNA. We used the TruSeq library generation kits as per the manufacturer’s instructions (Illumina, San Diego, CA, USA). Library construction consists of random fragmentation of the polyA mRNA, followed by cDNA production using random primers. The ends of the cDNA were repaired and A-tailed, and adaptors ligated for indexing (up to 12 different barcodes per lane) during the sequencing runs. The cDNA libraries were quantitated using qPCR in a Roche LightCycler 480 with the Kapa Biosystems kit for library quantitation (Kapa Biosystems, Woburn, MA) prior to cluster generation. Clusters were generated to yield approximately 725–825 K clusters/mm^2^. Cluster density and quality were determined during the run after the first base addition parameters were assessed. We ran paired end 2 × 50 bp sequencing runs to align the cDNA sequences to the reference genome (Table S1).

### 2.4. Data Assessment

The raw FASTQ reads were first trimmed using TrimGalore! Version 0.4.0 to remove any primer adapter contamination. TopHat version 2.0.12 was then used to align the trimmed FASTQ reads to the Ensembl reference genome WBcel235.ceWS240 Release 76 (www.ensembl.org) using the short read aligner Bowtie version 2.2.3 [29,30,31]. Cufflinks version 2.2.1 with default parameters used the aligned reads from TopHat to assemble transcripts, estimate their abundances, and test for differential expression and regulation [31,32]. Cuffmerge, which is part of Cufflinks that merged the assembled transcripts to a reference annotation. Finally, Cuffdiff found significant changes in transcript expression. When looking for genes with statistically significant changes in absolute expression, Cuffdiff uses a *t*-test to calculate the *p* values of the observed changes and Benjamini-Hochberg multiple testing correction to calculate the q values.

### 2.5. Data Visualization and Gene Ontology

Principle component analysis (PCA) analysis and heatmapping of the data were performed using the fragments per kilobase of exon model per million reads mapped (FPKM) values of the individual samples in Rstudio (Version 1.1.456) [33]. PCA was calculated by inputting the normalized FPKM values into the prcompt command with Scale = TRUE and plotted using ggplot2 [34]. The heatmap was generated using heatmap.2 of z transformed FPKM values [35]. For gene ontology, differentially expressed genes (DEGs) in the *daf-1* vs. N2 dataset with ≥2 fold difference, q < 0.05 were first identified. These genes were then compared to the DEGs in the *daf-1* vs. *daf-1*; *daf-3* dataset with ≥2 fold difference, *p* < 0.05, q < 0.05. Only genes that were increased or decreased in *daf-1* when compared to both N2 and *daf-1*; *daf-3* were used for gene ontology analysis. The list of identified genes was entered into the enrichment analysis tool on wormbase.org [36]. The gene ontology terms were recorded, and parent child terms were manually identified and noted in the data tables.

### 2.6. Data Validation by qRT-PCR

The same RNA used for RNA-seq was used for quantitative real-time polymerase chain reaction (qRT-PCR) analysis. cDNAs were synthesized from 1µg of RNA using the SuperScript IV Reverse Transcriptase (Invitrogen) kit and random hexamers following the provided protocol. Real-time PCR was performed in the Bio-Rad CFX Connect Real-Time System with Syber Green master mix (Bio-Rad, Hercules, CA, USA) following the provided protocol. Each sample was run in triplicate. Three biological samples were run for N2 (wild-type), *daf-1*(*m40*)*,* and *daf-1*(*m40*); *daf-3*(*mgDf90*) double mutants. The PCR protocol used was: 95 °C for 2 min; 40 cycles of 95 °C for 5 s and 60 °C for 30 s. The primers used are listed in Table S2. The relative expression fold change was calculated in the CFX manager software system (Bio-Rad) using the 2^^−ddCT^ method. *cdc-42* was used as a control.

## 3. Results

### 3.1. Overall Trends of the Wild-Type and TGFβ Mutant Transcriptomes

We extracted total RNA from N2, *daf-1*, and *daf-1*; *daf-3* adult hermaphrodites. 

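*daf-3* transcript was nearly absent from the *daf-1*; *daf-3* double mutants only: its mean FPKM value was 20.2 (SD 1.99, n = 3) in N2 and 20.9 (SD 1.24, n = 3) in *daf-1* mutants, against 0.00733 (SD 0.0104, n = 2) in replicates 1 and 2 of the *daf-1*; *daf-3* double mutants and 0 in their replicate 3. The gene lies at X: 817922 to 825475 on the build WBcel235, which all coordinates use. *daf-1* (IV: 132416 to 138081) was measured at a mean of 22.5 FPKM (SD 1.07) in N2, 13.4 (SD 0.565) in *daf-1* mutants and 14.1 (SD 0.583) in the double mutants, and its decrease in *daf-1* mutants passed limma's test (log2 fold change −0.74, adjusted p = 0.00114) without reaching 2-fold. Each library comes from a population of hermaphrodites grown at 16 °C to the L4 stage and then held at 25 °C, for 24 h according to the methods and for 25 h according to the sample labels. On the side of *daf-3* with lower coordinates, F25E2.2, F25E2.3 and *ifd-2* were also near 0 in every double mutant library.

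**Figure D1:**
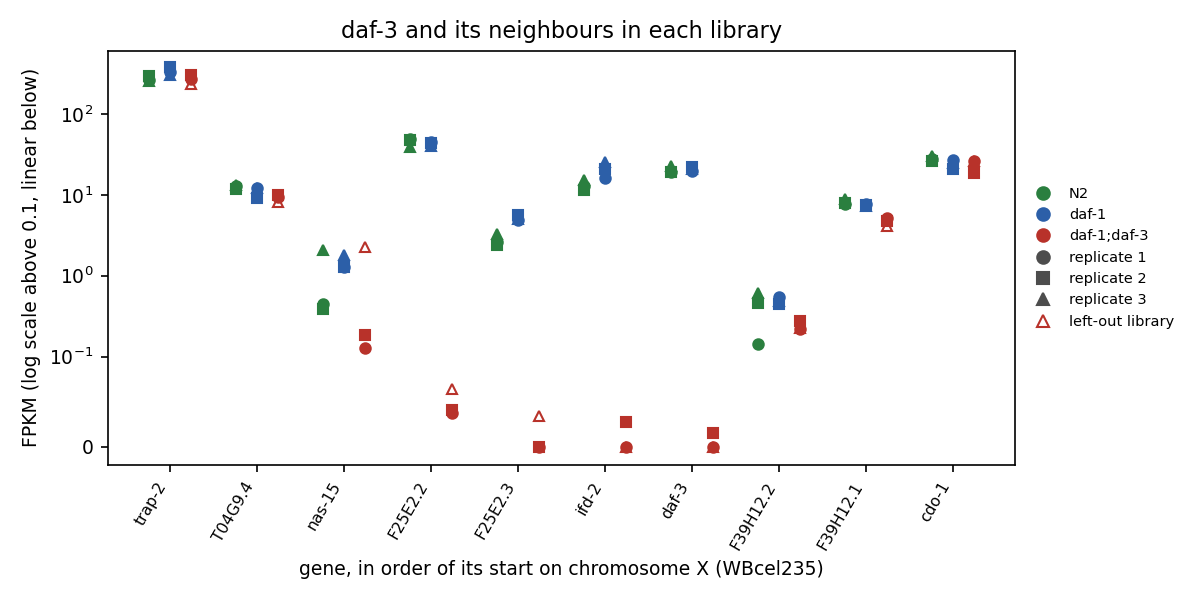
FPKM values (log scale above 0.1, linear below) of *daf-3* and the measured genes around it with a row of their own, in order along chromosome X, with 1 point per library. In the 3 libraries of the double mutants *daf-3*, *ifd-2*, F25E2.3 and F25E2.2 lie below 0.1, and the outer genes do not.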

Three biological replicates (i.e., batches, denoted as b1-b3) per genotype were processed for RNA sequencing. 

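With all 9 libraries each of the 3 batches holds 1 library of each genotype, so that genotype and batch can be told apart. With 8 libraries batch 3 holds no double mutant. The main fit has no batch term, so its comparisons with the double mutants can include an effect of batch 3. The libraries held between 25163586 and 34509496 aligned read pairs: 25163586, 26374356 and 34509496 in N2, 28766937, 26160052 and 27947720 in *daf-1* mutants, and 31824318, 27973473 and 29507662 in *daf-1*; *daf-3* double mutants. The authors aligned the reads with TopHat2, and Cufflinks gave 1 FPKM value per gene and library in a table of 40313 entries. For 13751 of them at least 2 libraries reached 0.5 FPKM, and these were tested with limma on log2(FPKM + 0.25), with all 3 genotypes in 1 fit. A DEG had at least a 2-fold difference on that scale and a Benjamini-Hochberg adjusted p below 0.05. In data simulated from these libraries, 42% of genes raised 2-fold and 96% of genes raised 4-fold in *daf-1* against N2 were called. Against the double mutants 38% and 92% were, from 50 genes for each size and direction. A call needs an estimate of at least 2-fold, so genes raised exactly 2-fold are often missed whatever the precision. Of these, 66% against N2 and 64% against the double mutants passed the adjusted p threshold. Values for 8 libraries come first, since the paper removed replicate 3 of the double mutants as a PCA outlier, and the double mutants then have n = 2.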

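In all 9 libraries, replicate 3 of the *daf-1*; *daf-3* double mutants lay nearer to *daf-1* mutants than to its own genotype. On scaled FPKM values its mean distance was 190 to the *daf-1* libraries, 214 to the N2 libraries and 241 to the other double mutant libraries, and its nearest library was *daf-1* replicate 3. Molting genes averaged 0.74 above their own mean over the 9 libraries in it (log2 scale, 42 genes), against −1.16 and −0.80 in replicates 1 and 2. Genes of the molting process in N2 replicate 3 and *daf-1* replicate 3 also had the highest average of their genotype, at 0.52 and 0.53. The first principal component held 35.8% of the variance and the second 18.9%. Hierarchical clustering joined this library to the *daf-1* libraries when the tree was divided into 2 or 3 clusters and set it alone in 4.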

PCA using the FPKM values of all 9 samples showed that *daf-1*; *daf-3* batch 3 was an extreme outlier (Figure S1). This sample was therefore removed from further analyses. 

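Among the 8 remaining libraries the first principal component held 39.0% and the second 21.3% of the variance of 19235 genes. Pairs of libraries of the same genotype lay 144.1 to 169.5 apart (mean 155.9, 7 pairs), and pairs of different genotypes 169 to 256.3 (mean 206.7, 21 pairs). The ranges overlap in their ends only. *daf-1* libraries shared high FPKM values of cuticle collagens, which averaged 0.79 to 0.93 above each gene's mean over all libraries (log2 scale, 121 genes), while the N2 libraries lay at −0.74 to −0.41. With replicate 3 of the *daf-1*; *daf-3* double mutants included, same-genotype distances reached 249.8 and different-genotype distances began at 165.3.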

PCA of the remaining 8 samples showed close clustering within replicates of the same genotype and a high degree of variance between genotypes (Figure 2A). Hierarchical clustering in the heatmap further confirmed that replicates of the same genotype were more similar to each other than to samples of other genotypes (Figure 2B). It was of interest that *daf-1*; *daf-3* double mutants clustered more closely with wild-type than *daf-1* mutants. This finding coincided with many functional studies showing that *daf-3* suppresses the phenotypes of *daf-1* single mutants, suggesting that that *daf-1*; *daf-3* double mutants are also functionally more similar to wild-type than *daf-1* animals.

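Divided into 3 clusters, the tree of the 8 libraries returned N2, *daf-1* and *daf-1*; *daf-3* as separate clusters, with each library beside those of its own genotype. Replicate 2 of the double mutants had replicate 1 as its nearest library. Replicate 1, however, was nearest to N2 replicate 2, so that for this library the closest single sample belonged to another genotype.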

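Divided into 2 clusters, the tree placed N2 and the *daf-1*; *daf-3* double mutants together and the *daf-1* mutants apart. The mean distance of the double mutant libraries was 193.6 to N2 and 220.9 to *daf-1* mutants, a ratio of 1.141 (SD 0.183 between the libraries, n = 2). It is 1 of 20 possible splits of the N2 and *daf-1* libraries, and an exact two-sided permutation test gave p = 0.3. Swapping the N2 and *daf-1* labels of a split gives an equal difference the other way, and a two-sided test counts both. With so few splits the test could not have passed the p threshold set for DEGs, whatever the distances. Its p values, here and below, therefore decide nothing about which genotype is nearer. Replicate 1 lay at 188 from N2 and 239 from *daf-1*, and replicate 2 at nearly equal distances of 199 and 202. The ratio turned to 0.986 with 1 minus the Spearman correlation as the distance (exact permutation p = 1). With all 9 libraries it was 1.05 (exact permutation p = 0.2). From this clustering the paper proposes that the double mutants are also functionally closer to wild-type animals.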

We used Cufflinks to identify DEGs between the sequenced genotypes. Only genes that showed a ≥ 2-fold difference at q < 0.05 were identified for downstream analysis. 1113 DEGs passed these criteria in the *daf-1* vs. N2 dataset and 1406 DEGs were identified in the *daf-1* vs. *daf-1*; *daf-3* dataset (Figure 2C, Tables S3 and S4). Of these DEGs, only 308 genes overlapped between the two datasets. This suggested that while *daf-1* and *daf-3* each contributed to wide spread changes in the transcriptome of the *C. elegans*, only a small fraction of downstream targets are regulated by both *daf-1* and *daf-3*.

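Some of the strongest increases in *daf-1* mutants were in genes that N2 animals hardly expressed, among them ZK813.3, *clec-67* (log2 fold change 7.49) and *dod-24*. ZK813.3 (X: 3441839 to 3442458) went from a mean of 1.39 FPKM (SD 0.196) in N2 to 407 (SD 54.3) in *daf-1*, and *dod-24* (IV: 12940106 to 12941354), a target of insulin signaling, from 0.347 (SD 0.0767) to 87.4 (SD 17.4). Their log2 fold changes of 7.95 (SE 0.159) and 7.19 (SE 0.161) had adjusted p values of 9.03e-08 and 1.18e-07. The aspartic protease gene *asp-17* (V: 19035723 to 19037322) fell by 3.35 on the log2 scale (SE 0.157, adjusted p = 4.66e-06). Against the *daf-1*; *daf-3* double mutants, F21F3.3 (I: 4901918 to 4903264) had the strongest increase outside the *daf-3* region among genes with an entry of their own and a mean of at least 5 FPKM (35.7 against 0.159), and F59C6.18 (I: 10516102 to 10516428) the strongest decrease (log2 fold change −8.37, SE 0.626). In total 993 genes were DEGs in the *daf-1* vs. N2 dataset, 1740 in *daf-1* vs. *daf-1*; *daf-3* and 1224 in *daf-1*; *daf-3* vs. N2. The numbers were 641, 163 and 395 with all 9 libraries, so the left-out library decides most calls against the double mutants. That library leaves every N2 and *daf-1* value unchanged. Counts of *daf-1* vs. N2 with all 9 libraries therefore differ only through the entries tested and the spread that all genotypes in the fit share. With only N2 and *daf-1* in the fit, 1169 genes were DEGs. Replicates 1 and 2 alone, a choice made after the data were seen, gave 798, 1437 and 867 DEGs.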

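Among the DEGs of both datasets, 236 were higher and 46 lower in *daf-1* mutants than in both other genotypes, 282 of the 302 shared genes. This split depends on the processing, and lower genes were the majority after quantile normalization (155 of 259) and without the minimum of 2-fold (1412 of 1929). The neuropeptide gene *nlp-39* (I: 12461656 to 12461895) was at 18.8 FPKM (SD 10.1) in *daf-1* against 0.031 in N2 and 0.603 in the *daf-1*; *daf-3* double mutants, with log2 fold changes of 5.94 (adjusted p = 0.000212) and 4.58 (adjusted p = 0.00336). The lipase gene *lipl-1* (V: 12919986 to 12921692) had 7.57 FPKM (SD 0.602) against 1.42 and 0.582, and kept both calls with all 9 libraries (adjusted p = 0.000899 and 0.000649). The insulin-like gene *ins-6* (II: 6000436 to 6001009) ran the other way, at 0.192 FPKM (SD 0.181) in *daf-1*, 1.65 (SD 0.643) in N2 and 2.82 (SD 0.169) in the double mutants. Independent lists of these sizes would share 96.7 higher and 1.88 lower genes by chance. Both lists use the same 3 *daf-1* libraries, so part of the overlap may come from them. In 100 simulated sets with no true change at most 1 gene was shared, but hardly any gene is called in such sets, so they do not measure that part. All 9 libraries together gave 70 shared DEGs, of which 64 changed in the same direction. From this overlap the paper proposes that a small part of the downstream targets is regulated by both genes.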

To understand how *daf-1* and *daf-3* regulated their downstream targets, we assessed the number of up and down regulated genes in each dataset. 

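C-type lectins, which bind sugars and often respond to microbes, give an example of the direction of change in *daf-1* mutants: 28 of 96 were higher than in N2 and 6 lower (29 and 6 adjusted over the list alone; median log2 fold change 0.51, and 0.44, 0.65 and 0.58 within batches 1, 2 and 3). *clec-85* (IV: 2850886 to 2855456) rose from 24.0 FPKM (SD 1.86) by 3.27 on the log2 scale (SE 0.138, adjusted p = 2.43e-06), and *clec-265* (X: 3031783 to 3033117) went from 1.13 (SD 0.318) to 24.5 (SD 1.13). UDP-glucuronosyltransferases and other detoxification genes were mostly higher where they changed, with 13 of 119 higher, among them *ugt-44* (log2 fold change 2.67, adjusted p = 1.31e-06), and 2 lower. F-box and MATH-BATH genes had 28 called higher and 5 lower of 268, a median of −0.21, and at an unadjusted p below 0.05 more of them lower (75) than higher (48). Lysozymes and saposins were divided, with *lys-1*, *lys-2*, *lys-8* and 1 other member higher and 5 of 28 lower. Histone genes had 1 higher and 3 lower of 33, and limma called none of the 61 ribosomal protein genes (3 at an unadjusted p below 0.05; median −0.06). Of the 993 DEGs, 862 were higher in *daf-1* mutants, 86.8% (95% interval 84.5 to 88.9). This interval, like the others of its kind, counts genes as independent, which they are not. It does not cover differences between libraries, and without *daf-1* replicate 1 the share was 83.5%. Replicate 3 of the double mutants, when included, left 552 of 641 higher. The direction of the majority depends on the processing: quantile normalization left 61.2% higher (561 of 917), and without the minimum of 2-fold 45.4% of 3927 genes were higher.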

Of the 1113 DEGs in the *daf-1* vs. N2 dataset, 966 were increased in *daf-1* mutants (Figure 3A), suggesting that *daf-1* acts as a general repressor of gene expression in wild-type animals. 

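All but 20 of the 993 genes changed in *daf-1* mutants against N2 fell in 2 classes by their level in the *daf-1*; *daf-3* double mutants. The 20 were called in opposite directions: 16, *dod-24* among them, were higher in *daf-1* than in N2 and higher still in the double mutants, and 4, with *asp-17*, were lower and lower still. The first class has 691 DEGs that did not pass the thresholds against the double mutants, 610 of them higher in *daf-1* than in N2 (88.3%, 95% interval 85.6 to 90.6). *lys-2* (V: 10280307 to 10281474) and *clec-63* (II: 12895638 to 12897446) belong to those with increases in both mutants, and *lys-2* had 3.72 FPKM (SD 0.975) in N2, 204 (SD 32.2) in *daf-1* and 140 (SD 7.32) in the double mutants. The second class has 282 DEGs, with 83.7% (78.8 to 87.8) higher in *daf-1* than in both. Quantile normalization left 441 of 640 higher in the first class and reversed the majority in the second (155 of 259 lower), as did no minimum of 2-fold (1212 of 1911 higher and 1412 of 1929 lower). C54C8.12 (I: 12456926 to 12457174) belongs to it, at 27.7 FPKM (SD 18.7) in *daf-1* and listed at 0 in N2 and in the double mutants. In the first class a median of 76% of the change from N2 was still present in the double mutants, all 691 genes lay on the same side of N2 there, and 323 were also DEGs in *daf-1*; *daf-3* vs. N2. In the second class the median was −10.3%, and 16 genes were DEGs in the same direction in the double mutants. The classes are defined by the same values, so this contrast is partly built in. The classes hold 571 and 64 genes with all 9 libraries.

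**Figure D2:**
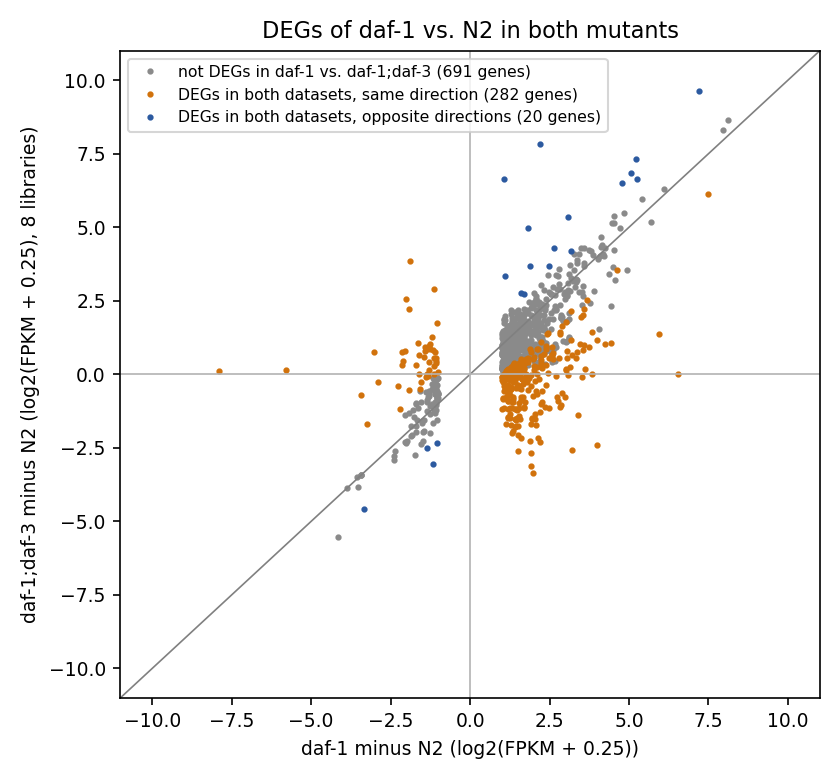
Difference of *daf-1* from N2 (x axis) and of *daf-1*; *daf-3* from N2 (y axis), both in log2(FPKM + 0.25) from 8 libraries, with 1 point per DEG of the *daf-1* vs. N2 dataset and the line of equal change. The 691 genes of the first class lie along the line, the 282 of the second mostly nearer to 0 on the y axis, and the 20 with opposite calls beyond the line.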

We dissected the data further into genes that were regulated by *daf-1* independent of *daf-3* (i.e., genes whose expression is altered in the *daf-1* vs. N2 dataset, but not in the *daf-1* vs. *daf-1*; *daf-3* dataset, 805 genes total) and genes that were differentially regulated by *daf-1* and *daf-3* (i.e., genes that were found to be increased in *daf-1* mutants when compared to wild-type and decreased in *daf-1*; *daf-3* double mutants when compared to *daf-1*, 287 genes total).We found that in both groups, the majority of genes were upregulated in *daf-1* mutants (Figure 3B,C). These results suggested that in the context of the *daf-1* and *daf-3* signaling pathway, *daf-3* was responsible for driving the transcription of the bulk of their downstream targets, while *daf-1* worked to decrease their expression. 

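Expression in *daf-1* mutants was higher than in *daf-1*; *daf-3* double mutants for 1543 of 1740 DEGs (88.7%, 95% interval 87.1 to 90.1), for 867 of 1405 after quantile normalization and, without the minimum of 2-fold, for a minority (2435 of 5095). Of 121 cuticle collagens 62 and of 42 molting genes 22 were among the 1543, such as *dpy-17* (III: 5107330 to 5108492) with 392 FPKM (SD 39.7) in *daf-1* and 83.0 (SD 9.23) in the double mutants, and *lpr-3* (X: 11057401 to 11059793) with 64.8 (SD 6.57) and 13.2 (SD 2.08). In N2 *dpy-17* had 316 FPKM (SD 113), so its difference lies between the double mutants and both other genotypes. In replicate 3 of the double mutants it had 530, and the log2 difference of 2.24 (adjusted p = 0.00185) became 1.34 (adjusted p = 0.26) with all 9 libraries. The 74 decreases and 89 increases left with all 9 libraries were nearly even in number. From the common direction the paper proposes that *daf-3* drives, and *daf-1* lowers, transcription of most of the downstream targets.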

Functional studies of this pathway have emphasized the role of *daf-1* and *daf-3* working in sequence to regulate the bulk of the reported phenotypes. However, the transcriptomics studies presented here highlight that *daf-1* and *daf-3* share only a small percentage of downstream targets.

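Genes that stayed outside the shared set did not all differ in behavior from those within it. Of the 691 DEGs of *daf-1* vs. N2 that were not DEGs against the *daf-1*; *daf-3* double mutants, 280 had a 95% interval for *daf-1* minus double mutant that stayed within 2-fold, and 411 had an interval that reached 2-fold. The intervals of 200 excluded 0. *myo-1* (I: 7258946 to 7267057), a myosin of pharyngeal muscle, is 1 of these: its log2 fold change was 1.03 (adjusted p = 0.0156) against N2 and 0.91 (adjusted p = 0.0243) against the double mutants, just below 2-fold. *nlp-31* (V: 3980055 to 3980622) is among the genes with the same level in both mutants, at 51.5 FPKM (SD 6.16) in *daf-1*, 46.5 (SD 7.09) in the double mutants and 17.9 (SD 2.35) in N2. Across all genes tested the differences of *daf-1* from N2 and from the double mutants had the same sign for 78.4%, where simulated data with no true change gave 64.8%. The number shared moved with single libraries, from 140 without *daf-1* replicate 3 to 661 without N2 replicate 3.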

### 3.2. Functional Annotation of the Transcriptomic Data

Our goal in this study was to understand the function of genes downstream of the canonical DAF-7 TGFβ pathway, which involves both *daf-1* and *daf-3*. We performed GO enrichment analysis using the 287 genes that are differentially regulated by *daf-1* and *daf-3* to probe for the possible functions of these downstream genes. Table 1 contains the list of GO terms that were significantly enriched (q < 0.05). 

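Lysozymes and saposins, enzymes and peptides that attack bacterial walls and membranes, had, with the lectins, the most members of any fixed list among the 46 genes lower in *daf-1* mutants than in both N2 and *daf-1*; *daf-3* double mutants. *lys-4*, *lys-10*, *spp-14* and *ilys-5* were lower than in both, and *spp-18* was higher than in both. *spp-14* fell by 1.17 on the log2 scale against N2 (SE 0.116, adjusted p = 0.00038) and by 1.99 against the double mutants (SE 0.129, adjusted p = 0.000155). Among the lectins *clec-31*, *clec-51*, *clec-97* and *clec-218* were lower than in both, while 9 others were higher. The list of lysozymes and saposins as a whole had no common direction against N2 (median log2 fold change 0.26, mean 0.14, camera adjusted p = 0.278) or against the double mutants (0.23, with 4 of 28 higher and 4 lower). Of all genes tested, 23 were lower than in both with all 9 libraries.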

Analysis of the 34 genes that were downregulated in *daf-1* mutants showed an enrichment of the biological process Response to Biotic Stimulus. The 253 upregulated genes mapped to many more GO terms in all three major GO categories. 

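Of 42 genes with a role in molting, 22 were higher and 1 lower in *daf-1* mutants than in *daf-1*; *daf-3* double mutants (23 and 1 adjusted over the list alone; median log2 fold change 1.21). *mlt-8* (II: 569210 to 572110) had 60.5 FPKM (SD 6.41) in *daf-1* and fell by 1.86 on the log2 scale in the double mutants (SE 0.215, adjusted p = 0.00241), and *lin-42* (II: 1233236 to 1252359), a gene that times the molts, had 31.2 (SD 1.40) and 9.67 (SD 0.0531). Against N2 only *grd-6* and *wrt-6* were higher and *bli-5* lower, a median of 0.25, and none passed when adjusted over the list alone. The camera test with its preset correlation of 0.01 gave adjusted p values of 2.33e-09 against the double mutants and 0.0984 against N2, and with an estimated correlation adjusted p = 0.532 and 0.737. The difference from the double mutants had a median of 1.27 in batch 1, 0.97 in batch 2 and −0.25 in batch 3, and limma called no molting gene against them with all 9 libraries (2 higher and 2 lower at an unadjusted p below 0.05). Genes of the unfolded protein response of the endoplasmic reticulum, 20 chaperones and sensors chosen apart from the study, were not called against N2 by limma (1 higher and 3 lower at an unadjusted p below 0.05, median −0.01) and 1 was lower than in the double mutants (median −0.14). Epidermal antimicrobial peptides were higher than in N2 for 15 of 41 genes (16 adjusted over the list alone; median 0.97, and 0.79, 0.88 and 1.34 within the batches), among them *nlp-33* (log2 fold change 2.06, adjusted p = 2.7e-05), and 5 of these were also higher than in the double mutants. The list's camera adjusted p was 1.36e-06, and 0.236 as adjusted p with an estimated correlation. The number higher than in N2 was 6 with all 9 libraries, and 12 when the replicate was also a block.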

Significantly enriched terms in the biological processes included ‘Response to Topologically Incorrect Protein Folding’, ‘Response to Biotic Stimulus’, and ‘Molting Process’. 

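Cuticle collagens, the structural proteins of the worm's outer coat, were the largest group of genes raised in *daf-1* mutants. Of 121 tested members with an entry of their own, 59 were higher and 3 lower than in N2 (68 and 3 adjusted over the list alone, median log2 fold change 1.27). Against *daf-1*; *daf-3* double mutants 62 were higher and 7 lower (67 and 7 over the list alone, median 1.46). Higher than in both were 32 of them, including *col-17*, *col-71* and *bli-6*, and lower than in both was *col-95*. *col-12* (V: 10423898 to 10425198) was instead raised in both mutants, at 2.55 FPKM (SD 0.334) in N2, 11.6 (SD 0.605) in *daf-1* and 14.2 (SD 9.72) in the double mutants. Camera gave the list adjusted p = 3.33e-12 against N2 and 2.04e-07 against the double mutants, and adjusted p = 0.37 and 0.532 with an estimated correlation. Within batches 1, 2 and 3 the median difference from N2 was 1.46, 1.39 and 1.02, while that from the double mutants was 2.03, 0.83 and 0.23. In a fit of all 9 libraries 31 collagens were higher than in N2 and 1 was higher than in the double mutants (6 when the replicate was also a block), and replicates 1 and 2 alone gave 31 and 40. Replicate 1 of the double mutants averaged −1.07 for these genes and replicate 2 lay at 0.155.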

Significantly enriched parent terms under cellular components included Collagen Trimer, Extracellular Region, and Membrane. 

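Of 113 ion channels and transporters 24 were higher and 2 lower in *daf-1* mutants than in *daf-1*; *daf-3* double mutants (21 and 2 adjusted over the list alone, median log2 fold change 0.58). The list holds *dat-1*, *unc-8*, *unc-38* and *twk-40*, which the paper names from these libraries, so it is not independent of the study. *lgc-22* (IV: 4301306 to 4304448), a ligand-gated channel, had 31.8 FPKM (SD 3.31) in *daf-1*, 9.72 (SD 2.17) in the double mutants and 22.0 (SD 8.94) in N2. *acd-1* (I: 4103698 to 4108167), a channel of the degenerin family, ran the other way, at 1.65 FPKM (SD 0.439) in the double mutants against 0.13 and 0.188, and kept this with all 9 libraries (adjusted p = 0.00913). Against N2, 5 were higher (4 over the list alone, median 0.41). The within-batch medians against the double mutants were 0.62, 0.39 and −0.11, and with all 9 libraries limma called none higher (6 at an unadjusted p below 0.05). Camera's adjusted p of 4.88e-06 became adjusted p = 0.532 with an estimated correlation. Astacins, a family of zinc metallopeptidases that includes the *nas* genes, had 7 of 20 members higher and 1 lower than in the double mutants (median 0.29; within batches 0.56, 0.29 and −0.07) and 1 higher and 1 lower than in N2, so that no single member with an entry of its own was changed against both.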

Significantly enriched terms for molecular function included Structural Constituent of Cuticle, Passive Transmembrane Transporter Activity, and Peptidase Activity. 

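Collagen genes stood out from the other families among the genes raised in *daf-1* mutants against both N2 and *daf-1*; *daf-3* double mutants. Among 11890 tested entries that name 1 gene, 227 were raised against both, and 32 of the 121 *col*, *dpy*, *rol*, *sqt* and *bli* collagens were among them where 2.31 would be expected, 13.9 times as many (odds ratio 21.3, Fisher's exact test, Benjamini-Hochberg adjusted p = 2.72e-27 over 6 families). The *abu* and *pqn* genes followed with 7 of 53 (6.92 times, adjusted p = 0.000177), C-type lectins with 9 of 96 (4.91 times, adjusted p = 0.000177) and the fungus-induced *fip* and *fipr* genes with 4 of 24 (8.73 times, adjusted p = 0.00153). The *nlp* genes with 2 of 41 (0.783 expected, adjusted p = 0.221) and the *nas* genes with none of 20 (adjusted p = 1) did not pass the test. Collagens share regulation, so their p value treats as independent genes that move together. All 6 families have members in Table 2, which the study drew from these libraries. The tests therefore repeat part of that choice and are not independent evidence. With all 9 libraries 0 collagens, 1 *abu* or *pqn* gene and 3 lectins were raised against both in limma. Of the collagens 1 was then called higher and 2 lower than in the double mutants (34 and 7 at an unadjusted p below 0.05).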

Collagen Trimer and Structural Constituent of Cuticle were two of the most highly enriched terms, at 26- and 28-fold enrichment respectively. This reflected the known role of the DAf-7 TGFβ pathway in modulating the progression of larval development, which also involves the regulation of cuticle components.

We next focused on biological process terms to tease out the type of genes annotated to each GO term, as proof of principle (Table 2). For all of the genes listed in Table 2, their functions or predicted functions were identified using WormBase. 

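*dpy-13* (IV: 4235614 to 4236710), *sqt-1* (II: 11336693 to 11337837), *sqt-2* (II: 23325 to 24458) and *rol-6* (II: 8733050 to 8734239) encode cuticle collagens whose mutants have a short or twisted body, and all 4 were higher in *daf-1* mutants than in N2 and in *daf-1*; *daf-3* double mutants. *dpy-13* had 0.716 FPKM (SD 0.216) in N2 and rose in *daf-1* by a log2 fold change of 3.55 (SE 0.698, adjusted p = 0.011). In the double mutants its mean was 2.64 with an SD of 3.32, so replicates 1 and 2 differed widely, and the difference was 2.73 (adjusted p = 0.0277). *sqt-2* was the steadiest, at 2.79 FPKM (SD 0.343) against 0.556 (SD 0.0501) and 0.440 (SD 0.454). *rol-6* and *sqt-1* stayed at low FPKM values of 1.05 and 2.30 in *daf-1*, and *sqt-1* reached an adjusted p of 0.05 only just under the threshold against the double mutants (log2 fold change 1.95). The astacin *nas-30* shares its entry with Y95B8A.2. That entry had 7.86 FPKM (SD 3.65) in *daf-1*, 3.87 (SD 2.32) in N2 and 1.63 (SD 0.165) in the double mutants, and its log2 fold changes were 1.07 (adjusted p = 0.103) and 2.03 (adjusted p = 0.0191). The 4 collagens were higher than in N2 with all 9 libraries too and were not called against the double mutants, although replicate 3 of the double mutants had low values for them (0.734 FPKM for *dpy-13*). The genes were picked by the study from these libraries and are not independent evidence.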

For the genes in the Molting Process, *dpy-13*, *rol-6*, *sqt-1*, and *sqt-2* are all reportedly associated with components of the cuticle and collagen. *nas-30* is a metalloproteinase and is predicted to play a role in the hatching process. The term response to Biotic Stimulus were associated with genes both up- and down- regulated in *daf-1* mutants. 

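*math-38* (II: 1577378 to 1579986) went from 1.01 FPKM (SD 0.667) in N2 to 8.40 (SD 0.668) in *daf-1* and lay at 0.513 (SD 0.174) in *daf-1*; *daf-3* double mutants, with log2 fold changes of 2.89 (adjusted p = 0.000952) and 3.52 (adjusted p = 0.00185). *clec-61* (II: 10488730 to 10490537) was lowest in the double mutants, at 0.171 FPKM (SD 0.154) against 3.38 (SD 1.18) in N2 and 13.2 (SD 3.04) in *daf-1*. *irg-1* (V: 3523587 to 3524679), F20G2.5 (V: 13771509 to 13773700) and *nlp-30* (V: 3981980 to 3982741) lay between N2 and *daf-1* in the double mutants without a called difference from N2, as F20G2.5 did with 3.57 FPKM (SD 0.313) in *daf-1*, 1.37 (SD 0.255) in the double mutants and 0.847 (SD 0.156) in N2. *sodh-1* rose 2-fold, from 28.9 (SD 6.76) to 59.7 (SD 11.0). *fipr-7* (V: 10229829 to 10230163) was listed at 0 in N2 and in the double mutants and had 0.981 FPKM (SD 0.713) in *daf-1*. All 7 passed both comparisons with 8 libraries. With the replicate as a block and the same libraries 5 of them did, and *irg-1* (adjusted p = 0.0516) and *nlp-30* (log2 fold change 0.98, below 2-fold) missed against the double mutants. They were selected on these samples, so the list is not independent evidence. In replicate 3 of the double mutants *sodh-1* had 100 FPKM and *nlp-30* 3.67, above the *daf-1* mean. Of the 7, F20G2.5 and *clec-61* were higher than in the double mutants with all 9 libraries as well (adjusted p = 0.0407 and 0.0155), and only F20G2.5 against both.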

Of the up-regulated genes, *sodh-1*, *clec-61*, and *math-38* are associated with defense to gram positive bacterium. *irg-1* and F20G2.5 participate in defense to gram negative bacterium and the innate response. *fir-7* is a fungus induced protein, and *nlp-30* is expressed in the hypodermis and responds to both bacterial and fungal infections. Of the down-regulated genes, *ilys-5* is predicted to have lysozyme activity, *clec-218* has predicted carbohydrate binding activity and responds to gram-positive bacteria. *lys-4* has predicted lysozyme activity as well as defense to gram positive bacteria. 

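*ilys-5* (X: 6533490 to 6536840), an invertebrate-type lysozyme gene, was the most abundant of the 3, with 1090 FPKM (SD 261) in N2, 113 (SD 71.4) in *daf-1* mutants and 669 (SD 173) in *daf-1*; *daf-3* double mutants. It fell by 3.42 on the log2 scale against N2 (SE 0.39, adjusted p = 0.00079) and by 2.72 against the double mutants (adjusted p = 0.00555). *lys-4* (IV: 11621429 to 11623174) had 76.3 FPKM (SD 9.49), 7.97 (SD 2.12) and 25.2 (SD 13.9), so the double mutants lay between the other genotypes and below N2 (log2 fold change −1.70, adjusted p = 0.00991). *clec-218* (V: 8307942 to 8310766) had 6.08 (SD 2.65), 1.04 (SD 0.387) and 4.27 (SD 0.307). The decrease from N2 stood for all 3 with all 9 libraries, and that from the double mutants had adjusted p values of 0.0637, 0.0612 and 0.0574 in the same order. When the replicate was also a block, all 9 libraries called the 3 lower than in both (adjusted p = 0.00571, 0.0375 and 0.0179 against the double mutants).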

All of the genes annotated to the response to Topologically Incorrect Protein Folding either participated or were predicted to participate in the endoplasmic reticulum unfolded protein response. *abu-1*, *abu-8*, *abu-10*, and *abu-11* are members of a family of genes called Activated in Blocked Unfolded Protein Response. *col-109* is a component of the cuticle, *pqn-74* has predicted chitin binding activity, and *clec-67* has predicted carbohydrate binding activity. 

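*abu-1* (V: 10380340 to 10381826) was higher in *daf-1* mutants than in both other genotypes, at 0.802 FPKM (SD 0.206) against 0.121 (SD 0.0451) in N2 and 0.107 (SD 0.113) in *daf-1*; *daf-3* double mutants. *abu-8* (V: 5192995 to 5194608), *abu-10* (X: 3798182 to 3799741), *abu-11* (II: 192509 to 194558) and *col-109* (IV: 1817392 to 1820253) were higher than in the double mutants, and their differences from N2 did not pass, with adjusted p values of 0.105, 0.109, 0.0692 and 0.0501. N2 itself varied widely in these genes: *abu-8* had 2.19, 10.4 and 25.0 FPKM in N2 replicates 1, 2 and 3, against 16.7, 30.8 and 41.5 in *daf-1*. It was thus higher in *daf-1* within each replicate, and the paper's qPCR on the same RNA also had *abu-8* and *abu-11* higher in *daf-1*. *pqn-74* (IV: 13329507 to 13331406) passed both comparisons narrowly against N2 (log2 fold change 1.43, adjusted p = 0.0483) and clearly against the double mutants (3.00, adjusted p = 0.0067), and F41E6.11 (V: 8619925 to 8621313) did so with 1.59 (adjusted p = 0.043) and 3.76 (adjusted p = 0.00447). *fipr-24* (I: 14157611 to 14158078) had 5.12 FPKM (SD 2.58) in *daf-1* against 0.806 and 0.518, while T06E4.8 (V: 9622105 to 9622934) missed against N2 (adjusted p = 0.134). *clec-67* (IV: 3922165 to 3925039) differed from the rest in its size and its level in the double mutants, with 0.233 FPKM (SD 0.150) in N2, 83.3 (SD 0.162) in *daf-1* and 32.3 (SD 0.419) in the double mutants. Of these 10 genes, which the study chose on the same samples and which are not independent evidence, 5 were higher than in N2 (7 adjusted over the list alone) and 10 higher than in the double mutants. In replicate 3 of the double mutants *abu-11* had 22.9 FPKM, *pqn-74* 54.3 and *col-109* 42.0, each above the *daf-1* mean. Only *clec-67* was called against both with all 9 libraries. Higher than in N2 were 1 of the 10 with all 9 libraries and 2 when the replicate was also a block, and 8 with that block and 8 libraries.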

*Fipr-27* is a member of the fungus-induced protein family.

### 3.3. Validation of Select RNA-Sequencing Genes by Quantitative Real-Time PCR

To validate the gene expression changes observed in the RNA-seq data, we performed quantitative real-time PCR on three genes from both Response to Topologically Incorrect Protein Folding and Response to Biotic Stimulus. We used the same RNA that was submitted for RNA sequencing for the qPCR analysis. RNA from three biological replicates (i.e., batches) of N2 wild-type, *daf-1* single mutant, and *daf-1*; *daf-3* double mutant worms were assessed. *cdc-42* was selected as the only reference gene used for the validation study. We chose this gene because *cdc-42* has been a reliable reference gene used in many genetic backgrounds, and its FPKM value was approximately equal across all of our samples. 

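*cdc-42* was measured in a joint entry with *npp-21*, a neighbouring gene, so its own FPKM value cannot be read apart. The entry had a mean of 407.9 FPKM over the 8 libraries (SD 37.4, range 362.3 to 464.6), a coefficient of variation of 9.18%. Only 5.77% of tested entries varied less, and the median coefficient was 23.5%. By genotype the means were 426 (SD 18.4) in N2, 368 (SD 5.68) in *daf-1* mutants and 441 (SD 33.3) in *daf-1*; *daf-3* double mutants. The difference of *daf-1* from N2 did not pass the test (log2 fold change −0.21, adjusted p = 0.0673), and that from the double mutants did (−0.26, adjusted p = 0.043), although far below 2-fold. With all 9 libraries, in which replicate 3 of the double mutants had 379 FPKM, it was −0.19 (adjusted p = 0.273).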

Figure 4 depicts the expression fold change seen in samples from batch 1 and batch 2, corresponding to the batch numbers from the RNA-seq samples. The genes *abu-11*, *abu-8*, and *pqn-74* were selected from the Response to Topologically Incorrect Protein Folding GO term. The expression of these genes was increased in *daf-1* mutants compared to wild type, and this increase was suppressed in the *daf-1*; *daf-3* double mutants (Figure 4A,A’). A similar trend is seen with the Response to Biotic Stimulus genes *clec-61, math-38,* and *sodh-1* (Figure 4B,B’). qPCR using RNA from batch 3 of N2, *daf-1*, and *daf-1*; *daf-3* showed an increase in expression of all six genes in *daf-1*. However, a corresponding suppression of expression in the *daf-1*; *daf-3* sample was not observed for *abu-8, pqn-74*, and *sodh-1* [37], underscoring the possibility that this sample is a true outlier.

## 4. Discussion

TGFβ signaling is ubiquitously found to regulate many physiological and pathological processes and is highly conserved among many organisms [7,8,9]. In *C. elegans*, DAF-7 is a TGFβ homolog that is secreted by ASI sensory neurons in response to environmental cues, such as pheromones and food. The canonical DAF-7 TGFβ pathway signals through the DAF-1 Type I and DAF-4 Type II receptors to downstream DAF-8 and DAF-14. These R-SMADs translocate into the nucleus to inhibit the Co-SMAD DAF-3 [8,20]. This pathway has been heavily studied for its role in dauer formation and has also been implicated in other processes, such as germline development, neuronal gene expression, and fat metabolism [19,23,24,38]. While these studies have provided insight into downstream genes that are regulated by this canonical signaling mechanism, few studies have investigated the global transcriptomic profile changes that are mediated by TGFβ signaling, especially in the adult worm [27]. In this study, we performed RNA sequencing on N2, *daf-1*, and *daf-1*; *daf-3* adult hermaphrodites. We reported the general trends found in the sequencing data and focused on characterizing the transcriptomic profile of genes that are differentially regulated by both *daf-1* and *daf-3*. These genes reflect pathways in which increases or decreases in gene expression in response to *daf-1* are suppressed by *daf-3*.

Many studies on the DAF-7 TGFβ pathway reinforce the currently accepted model between *daf-3* and its upstream regulators, in which a phenotypic or genotypic change observed in *daf-1* mutants is suppressed in *daf-1*; *daf-3* double mutants, suggesting that *daf-3* is epistatic to *daf-1* [24,25,26,38]. These findings magnify the canonical DAF-7 signaling pathway and suggest that *daf-1*; *daf-3* double mutant animals are more similar to wild type animals than to *daf-1* mutants. PCA and hierarchical clustering of our RNA-seq data show that *daf-1*; *daf-3* clusters closer with N2 than *daf-1*, supporting the findings in the functional studies. However, a comparison of the DEGs between *daf-1* versus wild type and *daf-1* versus *daf-1*; *daf-3* identified only a small fraction of overlapping genes, suggesting that of the downstream genes affected by *daf-1* and *daf-3* individually, only a small fraction are co-regulated by both. This also highlights the broader functions of *daf-1* and *daf-3* outside of this canonical TGFβ signaling pathway, though we focused on co-regulated genes that are differentially regulated by *daf-1* and *daf-3* and not those regulated by *daf-1* and *daf-3* independently.

The aim of this study was to assess the profile of genes downstream of the canonical DAF-7 TGFβ pathway. Therefore, we focused the downstream GO analysis on the genes that are differentially regulated by *daf-1* and *daf-3*. The enriched GO terms reflect functions of the canonical pathway that have been shown extensively through other genetic and functional studies, as well as novel functions of the pathway that have not been well studied in *C. elegans*. For example, the canonical DAF-7 TGFβ pathway is known for its role in dauer formation. Dauer arrest is a decision made during the L1-L2 larval stages, where an animal changes its metabolism and morphology to survive harsh environmental conditions. *daf-7*, *daf-1*, *daf-14*, and *daf-8* mutants are all prone to dauer formation, a phenotype that is suppressed by *daf-3*. Most mutant alleles are temperature sensitive and must be maintained at a lower permissive temperature until the L4 larval stage to prevent dauer formation [39,40]. Dauering is a process that extensively changes the development and morphology of the animal. 

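Collagens of the adult cuticle and collagens used in larval cuticles both had members raised in *daf-1* mutants, and whether the lists differ was not tested. Of 6 adult collagens all 6 were higher than in N2 (median log2 fold change 2.13; 2.40, 1.87 and 2.13 within the batches), such as *rol-1* (II: 12172573 to 12176069) at 7.03 FPKM (SD 2.35) against 0.217 (SD 0.171), and *col-19* (X: 421707 to 422691), which rose from 758 (SD 191) to 1693 (SD 321) and lay at 2396 (SD 841) in *daf-1*; *daf-3* double mutants. Against the double mutants 3 of the 6 were higher (median 1.36; 2.63, 0.95 and 2.05 within the batches), and with all 9 libraries limma called 0 (4 at an unadjusted p below 0.05). Of 17 larval collagens 6 were higher than in N2 (median 0.49), among them *dpy-5* (I: 5432197 to 5433051) and *dpy-4* (IV: 14985543 to 14986784), and 15 were higher than in the double mutants (median 2.16; 2.42, 1.24 and 0.76 within the batches). In the double mutants 8 of the 17 were lower than in N2 (median −0.87; −1.41, −0.56 and 0.06 within the batches), 1 with all 9 libraries, and limma called 0 higher (0 at an unadjusted p below 0.05). *sqt-3* (V: 12352745 to 12354320), an early larval collagen, had 691 FPKM (SD 101) in *daf-1*, 509 (SD 247) in N2 and 117 (SD 19.0) in the double mutants. Hedgehog-related and patched-related genes, many of which act in the epidermis at the molts, had 31 of 60 higher in *daf-1* than in the double mutants (34 adjusted over the list alone; median 1.14; 1.23, 0.94 and −0.03 within the batches) and 5 higher than in N2 (median 0.52). *grl-7* (V: 11344828 to 11347012) had 36.2 FPKM (SD 8.74) in *daf-1*, 22.5 (SD 16.7) in N2 and 2.84 (SD 0.831) in the double mutants. Higher than in N2 with all 9 libraries were 3 adult and 6 larval collagens, and 6 and 6 when the replicate was also a block. Of the hedgehog-related genes 0 were called higher than in N2 with all 9 libraries, and 2 with that block. Camera's adjusted p for the larval collagens and the hedgehog-related genes against the double mutants was 1.1e-07 and 1.08e-09, and 0.532 for both as adjusted p with an estimated correlation. Limma called none of either list against the double mutants with all 9 libraries (9 larval collagens and 10 hedgehog-related genes were higher at an unadjusted p below 0.05), whose replicate 3 lay 1.43 above replicates 1 and 2 on average for the hedgehog-related genes (log2 scale).

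**Figure D3:**
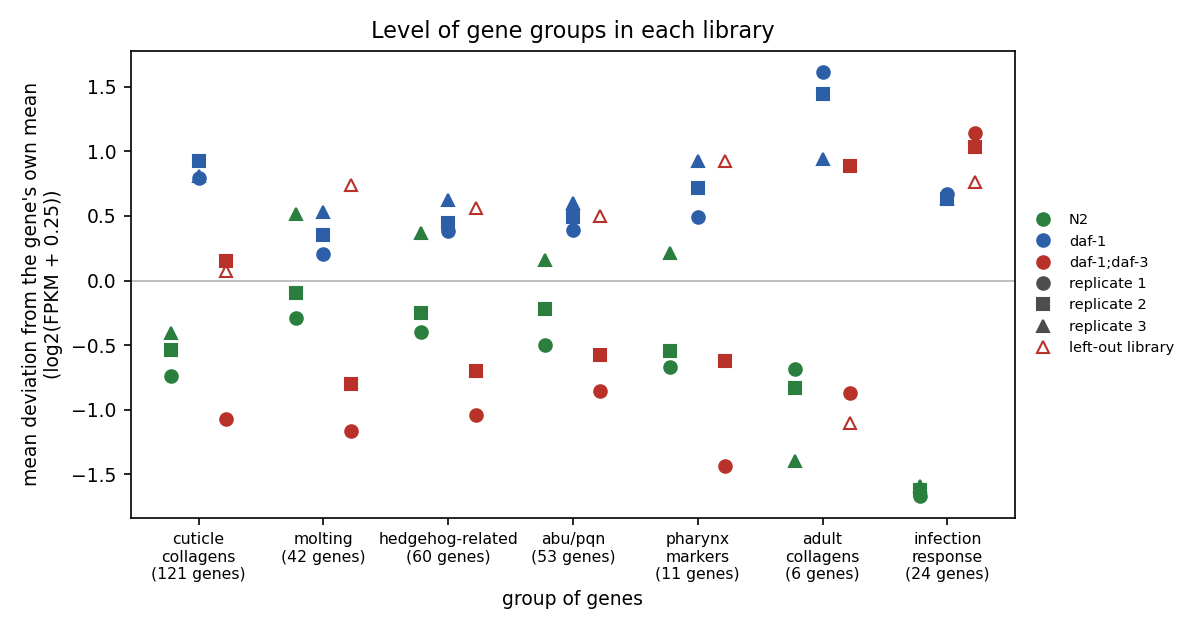
Mean level of 7 groups of genes in each of the 9 libraries, as the deviation of log2(FPKM + 0.25) from the gene's own mean over all libraries, with 1 point per library and an open triangle for the library the paper left out. The left-out library lies above all others for molting genes (0.74), and for adult collagens (−1.10) within the range of N2, as does replicate 1 of its own genotype (−0.87).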

Correspondingly, our data showed enrichment of genes involved in the Molting Cycle, as well as the Cuticle and Collagen Components.

The canonical DAF-7 pathway has also been shown to modulate gene expression and worm behavior in response to environmental stimuli. However, few studies have looked at the mechanisms by which the canonical pathway achieves these functions. DAF-7 has been demonstrated to affect the expression of olfactory chemoreceptors on chemosensory neurons, such as the ASI, and glutamate receptor GLR-1 in the ventral nerve cord [22,23]. It has also been shown to respond to pathogenic bacteria, *Pseudomonas aeruginosa*, in addition to other cues such as food, temperature, and pheromones [19,21]. 

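*unc-38* (I: 4897620 to 4900974), a subunit of the nicotinic acetylcholine receptor, was higher in *daf-1* mutants than in both other genotypes, at 6.03 FPKM (SD 1.11) against 2.24 (SD 0.810) in N2 and 1.13 (SD 0.359) in *daf-1*; *daf-3* double mutants. Its log2 fold changes were 1.36 (adjusted p = 0.012) and 2.20 (adjusted p = 0.00397). The degenerin channel *unc-8* (IV: 7197153 to 7203660) and the potassium channel *twk-40* (III: 13486514 to 13492477) were higher than in the double mutants only, by 1.78 (adjusted p = 0.0147) and 1.12 (adjusted p = 0.0479), with 1.02 and 0.619 FPKM in *daf-1*. The dopamine transporter *dat-1* (III: 9242975 to 9246802) had 1.39 FPKM (SD 0.545), 0.690 (SD 0.408) in N2 and 0.510 (SD 0.0840) in the double mutants, and neither difference passed (adjusted p = 0.125 and 0.0845). The glutamate receptor *glr-1* (III: 8584163 to 8588642) was higher than in the double mutants (1.52, adjusted p = 0.0208) and not than in N2 (0.40, adjusted p = 0.405). Of 40 chemoreceptor genes 7 were higher than in N2, *srw-85* most clearly (log2 fold change 3.49, adjusted p = 5.39e-05), and 3 were higher than in both. Marker genes of neurons had a median of 0.60 against N2 (0.72, 0.60 and 0.47 within the batches), 0 of 14 past the thresholds in limma (11 higher at an unadjusted p below 0.05), with camera adjusted p = 0.000623, and 0.411 as adjusted p with an estimated correlation. *unc-38* was not called against either genotype with all 9 libraries (adjusted p = 0.0846 and 0.119), and was called against N2 when the replicate was also a block (adjusted p = 0.0404).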

A closer inspection of the genes involved in Passive Transmembrane Transporter activity showed many predicted ion channels that are expressed in neurons and neurotransmitter transporters, including *dat-1*, *unc-8*, *unc-38*, and *twk-40*. Moreover, the GO term Response to Biotic Stimulus contained mainly genes that help the organism respond to both gram-negative and gram-positive bacteria, as well as fungi (see Table 2). These GO terms, along with their associated genes, suggest that the canonical DAF-7 TGFβ pathway may play a significant regulatory role in affecting *C. elegans* chemosensation as well as response to pathogenic versus beneficial organisms in their surroundings.

Some of the GO terms that were identified in this study are not associated with any reported roles of the DAF-7 pathway, such as Response to Topologically Incorrect Protein. However, TGFβ has been reported to interact with the unfolded protein response in other model systems, such as hepatic stellate cells and corneal endothelial cells, suggesting this function is evolutionarily conserved [41,42]. Regardless of the novelty of the identified GO terms, the DEGs generated from these datasets provide specific gene targets that can be further studied to provide insight into the multifunctional TGFβ pathway.

A limitation of transcriptome studies and the ensuing gene ontology analysis hinges on the robustness of the annotations of the transcriptome database. It is important to keep in mind that as targeted genetic studies elucidate the function of specific genes, the gene ontology analysis will also evolve. In the current study, the presence of expected GO terms, in addition to novel GO categories, suggests that the ontologies are largely on track. However, certain genes, such as the *abu/pqn* genes, while annotated as Response to Incorrect Protein folding, have been reported to function as pharyngeal cuticle proteins [43]. Furthermore, while precautions have been taken to synchronize the samples to minimize the effect of the developmental stage on differential gene expression, it should still be noted that, although the worms were developmentally synchronized, development remains a potential confounding factor in transcriptomic studies. However, qPCR assessment of the selected genes provides validation for the trends seen in our RNA-seq data. Furthermore, we want to emphasize that this study provides a bird’s eye view of the transcriptome. 

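The *abu* and *pqn* genes were counted beside marker genes of the pharynx, and no test links the lists. Of 53 members, 11 were higher in *daf-1* mutants than in N2 (10 adjusted over the list alone; median log2 fold change 0.57; 0.62, 0.77 and 0.27 within the batches), and 23 were higher and 1 lower than in *daf-1*; *daf-3* double mutants (25 and 1 over the list alone; median 0.64). Of 11 pharynx markers 6 and 7 were higher in the same comparisons (medians 1.01 and 1.26), including the pharyngeal myosin *myo-2* (X: 12468061 to 12475348) at 28.3 FPKM (SD 5.28) in *daf-1*, 12.9 (SD 3.59) in N2 and 13.1 (SD 6.26) in the double mutants. *pqn-31* (V: 9109581 to 9111013) was different, with the same level in both mutants (35.1 and 34.9 FPKM) and 13.7 in N2. In batch 3 both lists, like those of molting, hedgehog-related, neuron and other genes, had the highest average of all batches in each genotype, and the median differences from the double mutants there were −0.05 and −0.12. With all 9 libraries 5 *abu* and *pqn* genes and 1 pharynx marker were higher than in N2 (9 and 5 when the replicate was also a block), and 1 and 0 were higher than in the double mutants in limma (10 and 2 at an unadjusted p below 0.05). Camera's adjusted p of 0.000624 against N2 for the *abu* and *pqn* genes was 0.37 with an estimated correlation, as an adjusted p.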

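All 32 germline and oocyte markers had lower values in *daf-1* mutants than in N2, without a single call. The 15 germline markers had a median log2 fold change of −0.40 (−0.39, −0.46 and −0.29 within the batches) and the 17 oocyte and eggshell markers −0.32. None was called by limma, since none reached 2-fold (13 of the 15 and 13 of the 17 were lower at an unadjusted p below 0.05), as in *glh-2* (log2 fold change −0.65, adjusted p = 0.00212), *pgl-1* (−0.56, adjusted p = 0.003) and the yolk receptor *rme-2* (IV: 5470026 to 5473174), 304 FPKM (SD 34.1) in N2 and −0.47 on the log2 scale (adjusted p = 0.0154). The 22 genes of the cell cycle and DNA replication had a median of −0.41 (0 called by limma, 22 lower at an unadjusted p below 0.05), and the 25 genes expressed in embryos −0.42, with *pes-1* lower past both thresholds. Camera's adjusted p was 5.52e-06 for the germline, 0.000157 for the oocyte list and 7.4e-08 for the cell cycle, and none passed with an estimated correlation (adjusted p = 0.37, 0.417 and 0.37). Sperm genes ran the other way: 8 of 36 were higher (26 adjusted over the list alone) with a median of 2.21, and *spe-41* (III: 3439011 to 3444210) had 2.06 FPKM (SD 0.182) against 0.266 (SD 0.0499). Reads from near-identical *msp* copies cannot be given to 1 copy. Vitellogenins, made in the adult intestine, were not called (0 of 6 in limma, 1 lower at an unadjusted p below 0.05, median −0.07). Muscle markers had medians of 0.64 (0 of 11 called by limma, 10 higher at an unadjusted p below 0.05), intestine markers 0.67 (2 higher, *act-5* and *asp-1*, and 2 lower, *cpr-1* among them) and the 3 coelomocyte markers 0.20 (0 called, and 0 at an unadjusted p below 0.05). In the *daf-1*; *daf-3* double mutants the germline markers lay at N2 level (median 0.10), and their sperm genes differed between replicates 1 and 2 (mean deviations of −1.90 and 1.42). In *daf-1* 1 sperm gene was higher than in N2 with all 9 libraries, and 4 when the replicate was also a block. Synchrony within and between populations was not measured in these libraries.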

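Genes below 5 FPKM made up a larger part of the genes called different than of all genes tested, and genes below 1 FPKM did not. In the *daf-1* vs. N2 dataset 477 of 993 DEGs (48.0%) had a mean below 5 FPKM in the genotype with the higher value, against 36.7% of all genes tested. For *daf-1* vs. *daf-1*; *daf-3* it was 901 of 1740 (51.8%, against 36.4%). Below 1 FPKM were 11.6% and 8.68% of the DEGs, in each comparison a smaller share than among all genes tested (12.0% in *daf-1* vs. N2). *abu-7*, at a mean under 1 FPKM in *daf-1*, is an example with differences that passed against both N2 and the double mutants (log2 fold changes 1.58 and 1.46, adjusted p = 0.0194 and 0.0273). The median FPKM value of the higher genotype was 5.43 among the DEGs of *daf-1* vs. N2. Requiring a mean of at least 1 FPKM left 780 and 1395 DEGs, and a pseudocount of 1 in place of 0.25 left 671 and 1153.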

The DEGs identified in this study include those with low FPKM values, though their differential expressions were greater than 2 fold. We retained this subset of genes in order to decrease the likelihood of excluding potentially significant genes, though small subsets of false positive results may also be included. This study focused mainly on the functions of genes that act downstream of both *daf-1* and *daf-3*. The datasets generated in this study will facilitate future investigations into the roles of both the canonical DAF-7 TGFβ pathway as well as genes that are regulated by *daf-1* independent of *daf-3*. 

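Genes of the response to infection stood highest in *daf-1*; *daf-3* double mutants relative to N2, but a rise was already present in *daf-1* mutants. Of 24 such genes 15 were higher than in N2 in *daf-1* (median log2 fold change 2.00) and 15 in the double mutants (median 2.15). A rise in this list is therefore not particular to the double mutants. In these *dod-24* rose by 9.64 (SE 0.18, adjusted p = 2.48e-08) to 476 FPKM (SD 67.1), and *dod-22* (IV: 12965374 to 12967392) by 6.52 (adjusted p = 6.68e-06). Both are also targets of insulin signaling through DAF-16, and of 16 genes lowered by DAF-16 (class 2) 7 were higher and 1 lower. Among the 7 were *dod-17*, *dod-21*, *dod-22* and *dod-24*, which lie near each other on chromosome IV, so they are not independent. *dod-21* (IV: 12936738 to 12937988) was listed at 0 in N2 and had 0.909 FPKM (SD 0.163) in *daf-1* mutants and 56.0 (SD 2.91) in the double mutants, higher there than in *daf-1* also with all 9 libraries (log2 fold change of *daf-1* against the double mutants −5.33, adjusted p = 4.35e-05). The collagen gene *col-96* (III: 11705652 to 11706765) set the double mutants apart, at 510 FPKM (SD 100), 27.1 in *daf-1* and 14.2 (SD 1.81) in N2, although replicate 3 of the double mutants had 87.7. Molting genes were lower than in N2 for 20 of 42 (median −1.11; −0.93, −0.78 and 0.10 within batches 1, 2 and 3) and hedgehog-related genes for 16 of 60 (median −0.88; −0.68, −0.57 and 0.14 within the batches), with 1 higher. Ribosomal protein genes had a median of 0.45 without a gene past 2-fold in limma (51 of 61 higher at an unadjusted p below 0.05). Of 1224 DEGs 490 were higher in the double mutants (40.0%, 95% interval 37.3 to 42.8), and with all 9 libraries 327 of 395 were higher, the other direction. Limma called no molting gene with all 9 (2 higher and 6 lower at an unadjusted p below 0.05) and no hedgehog-related gene (1 higher and 3 lower). The infection list kept its call in camera with an estimated correlation (adjusted p = 0.0195, and 0.00975 with all 9 libraries). With the replicate as a block this test gave adjusted p = 0.345 and passed no list, while 15 of the 24 genes were still called higher. The paper offers this comparison as a view of genes that may depend on *daf-3* alone.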

While RNA-seq of the *daf-3* single mutants was not included in this study, the differential gene expression provided in the *daf-1* vs. *daf-1; daf-3* and N2 vs. *daf-1;daf-3* (Table S5) tables offers a glimpse of the genes that may be regulated by *daf-3* independent of *daf-1*. Understanding the genes that are downstream of these TGFβ pathway components provides insight into the complexity of this broadly relevant signaling pathway and stimulates the development of new hypotheses regarding its roles in physiologic and pathologic processes.

## Figures and Tables

**Figure 1:**
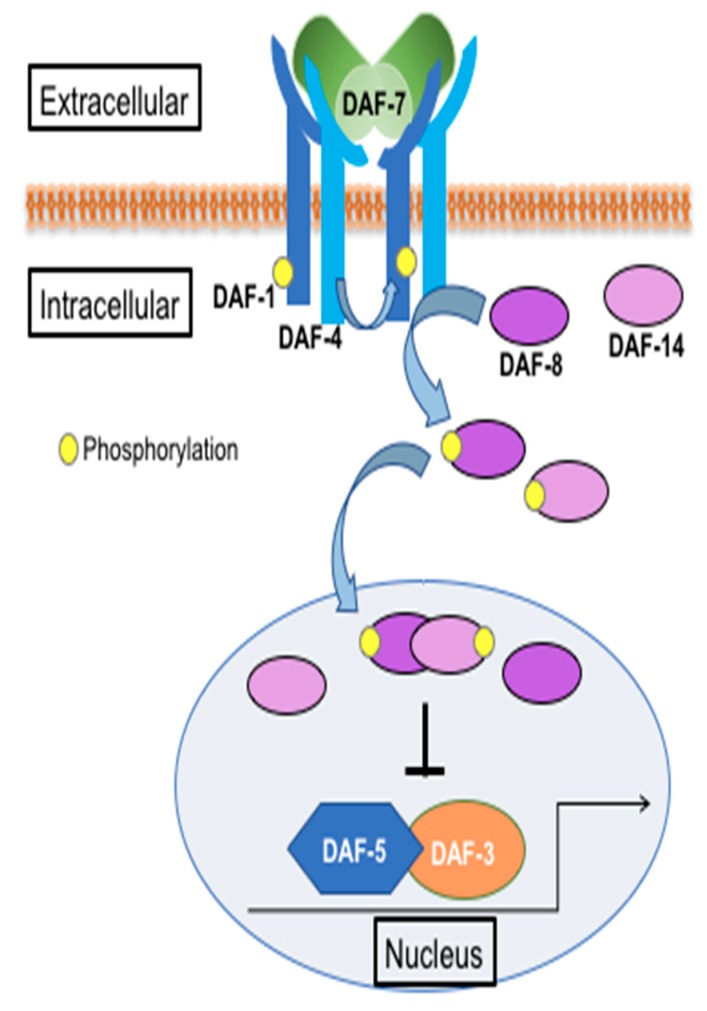
Schematic of the DAF-7/TGFβ pathway in *C. elegans.* (Adapted from wormbook.org).

**Figure 2:**
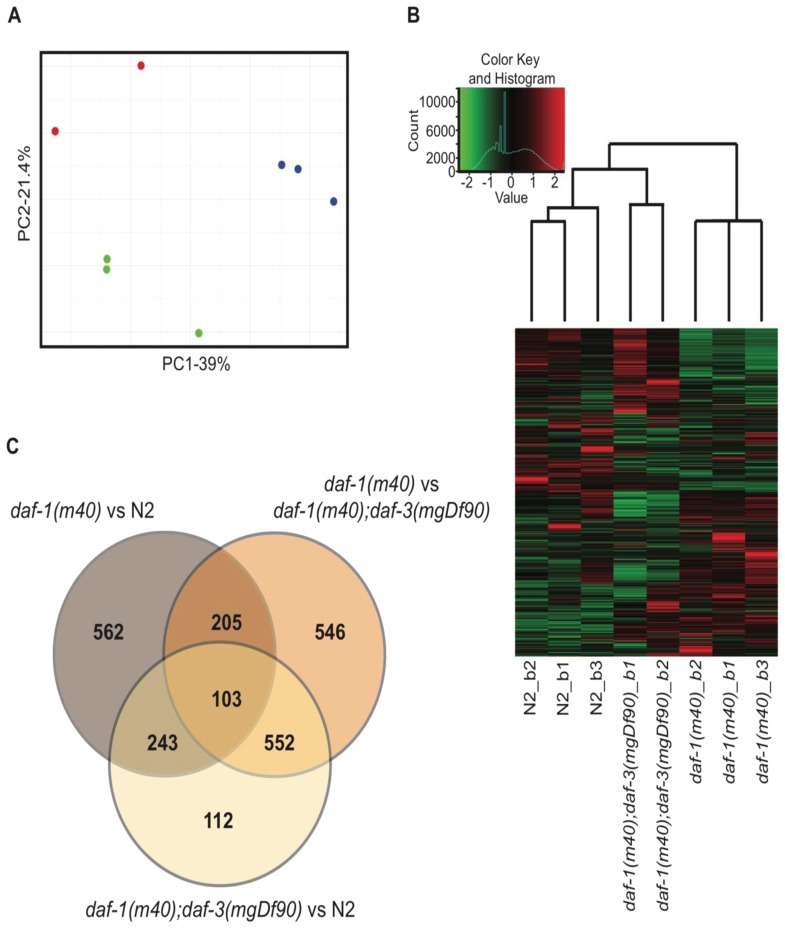
Description of the RNA-seq data. (**A**) Principle component analysis (PCA) of the sequenced samples. Red dots denote *daf-1*; *daf-3* double mutants, blue dots denote *daf-1* single mutants, and green dots denote wild-type N2. (**B**) The heatmap of the eight samples displayed in the PCA analysis (**A**). Samples are clustered hierarchically. Values on the x-axis of the color key denote relative z-scores. Count value on the y-axis denote the number of genes belonging to each z value on the x-axis. (**C**) Venn diagram of the differentially expressed genes that are ≥2-fold difference, q < 0.05 in *daf-1* vs. N2, *daf-1* vs. *daf-1*; *daf-3*, and *daf-1*; *daf-3* vs. N2.

**Figure 3:**
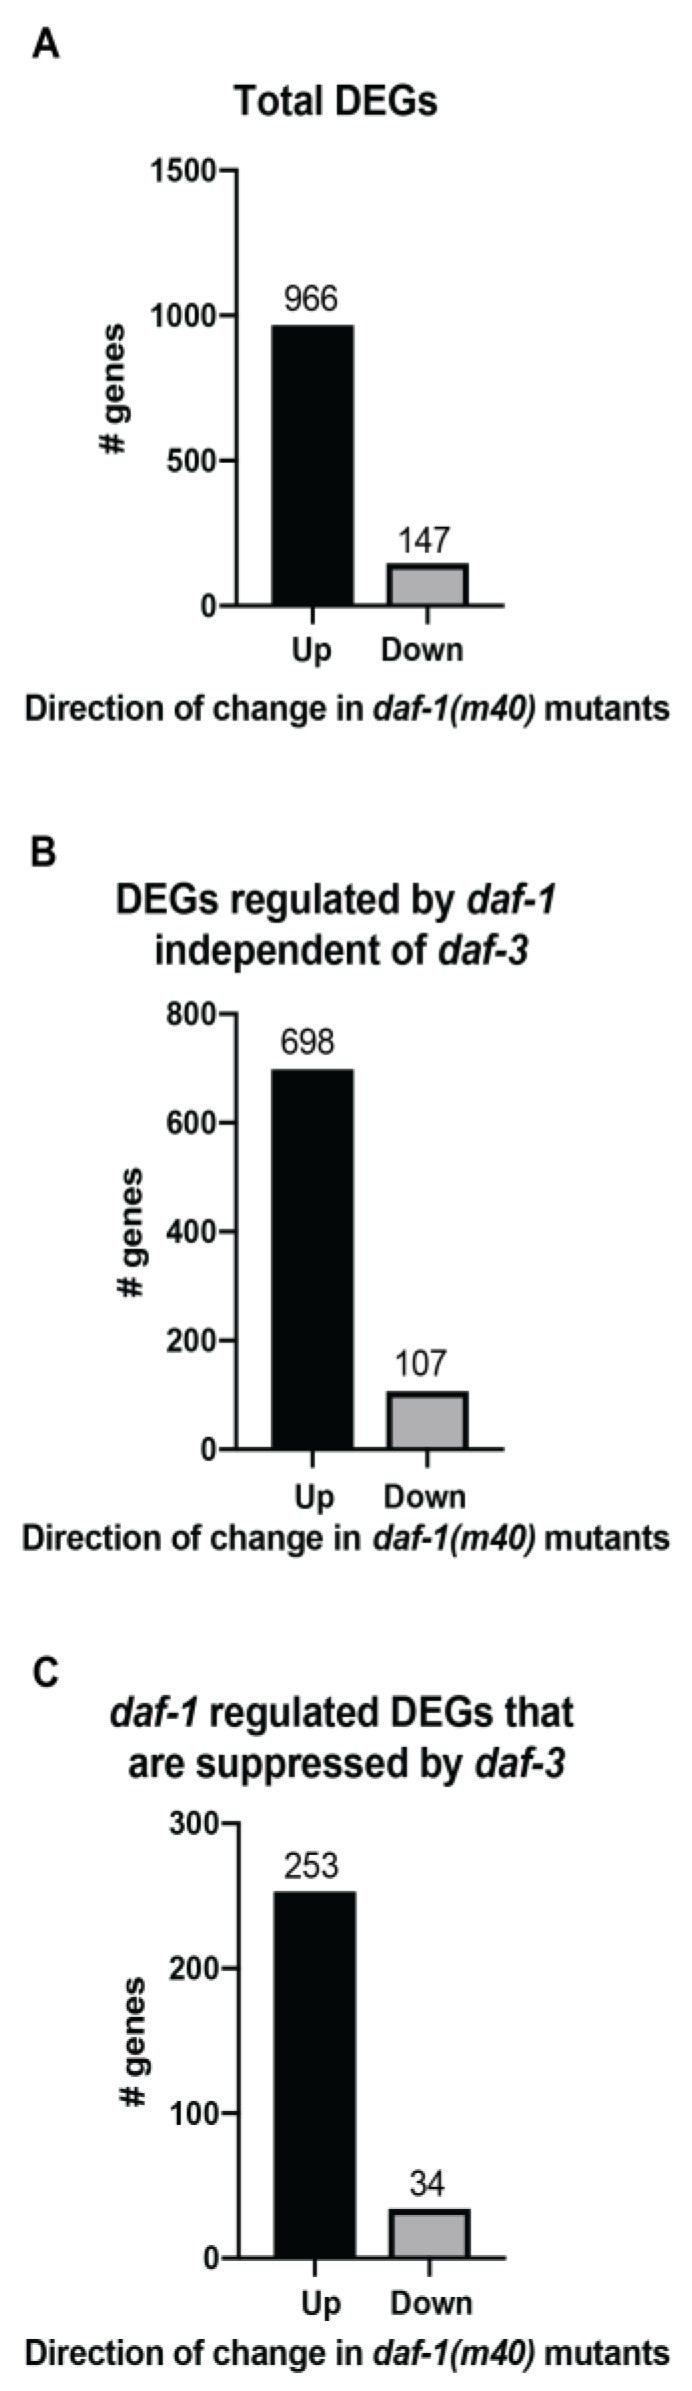
General trends of the differentially expressed genes (DEGs). The bar graphs represent the number of up and down regulated genes in *daf-1*(*m40*) mutants in (**A**) All DEGs in the *daf-1* vs. N2 dataset. (**B**) DEGs in the *daf-1* vs. N2 dataset that are regulated by *daf-1* independent of *daf-3*. (**C**) DEGs that are differentially regulated by *daf-1* and *daf-3*. The number above each bar denotes the number of genes.

**Figure 4:**
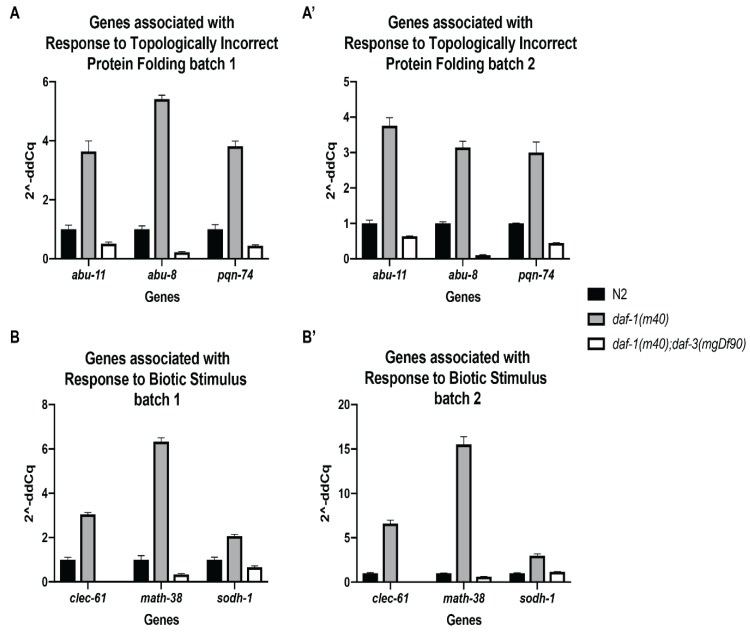
qPCR validation of select genes from the RNA-seq dataset. (**A**) Expression fold change for three Response to Topologically Incorrect Protein Folding genes. (**A’**) Biological replicate of A. (**B**) Expression fold change for three Response to Biotic Stimulus genes. (**B’**) Biological replicate of B. For all qPCR analysis, cDNA was synthesized from 1µg of total RNA. qPCR was performed using 2 µL of cDNA per reaction with gene specific primers and *cdc-42* as the endogenous control. Error bars represent standard deviation of technical triplicates.

**Table 1:** GO term enrichment analysis of the genes differentially regulated by *daf-1* and *daf-3.*

Term	Expected	Observed	Enrichment Fold Change	*p* Value	q Value
**Genes downregulated in *daf-1*(*m40*) mutants**					
**Biological Process GO Term**					
Response to biotic stimulus GO:0009607	0.1	3	30	3.20 × 10^−6^	0.00041
**Genes upregulated in *daf-1*(*m40*) mutants**					
**Biological Process GO Terms**					
Response to topologically incorrect protein GO:0035966	1.3	10	7.5	1.30 × 10^−7^	5.50 × 10^−6^
IRE1-mediated unfolded protein response GO:0036498	0.81	4	5	0.0014	0.014
Response to biotic stimulus GO:0009607	1.3	7	5.2	7.10 × 10^−5^	0.0015
Molting cycle GO:0042303	0.77	5	6.5	0.00014	0.0022
**Cellular Component GO Terms**					
Collagen trimer GO:0005581	1.2	30	26	1.10 × 10^−34^	7.10 × 10^−33^
Extracellular region GO:0005576	3.9	16	4.1	5.50 × 10^−7^	1.70 × 10^−5^
Extracellular space GO:0005615	2	7	3.4	0.0011	0.014
Membrane GO:0016020	46	71	1.6	9.20 × 10^−5^	0.0017
Intrinsic component of membrane GO:0031224	40	67	1.7	2.10 × 10^−5^	0.00054
**Molecular Function GO Terms**					
Structural constituent of cuticle GO:0042302	1.1	32	28	4.60 × 10^−38^	5.90 × 10^−36^
Passive transmembrane transporter activity GO:0022803	2.5	8	3.2	0.0011	0.014
Substrate-specific channel activity GO:0022838	2.3	8	3.5	0.00052	0.0074
Peptidase activity GO:0008233	3.1	9	2.9	0.0014	0.014

GO enrichment analysis was performed using the Enrichment Analysis tool on wormbase.org. GO terms were manually separated into the major categories. Arrows denote the child of the parent term immediately above.

**Table 2:** Genes in each GO term associated with biological processes.

Genes Upregulated in *daf-1*(*m40*) Mutants			
**GO Term: Response to Topologically Incorrect Protein Folding GO: 0035966**			
**Gene Name**	**RNAseq Fold Change**	***p* Value**	**q Value**
*abu-1*	6.6291588	0.00015	0.00184372
* abu-8	2.3753599	5.00 × 10^−5^	0.00070927
*abu-10*	2.333622	5.00 × 10^−5^	0.00070927
* abu-11	2.7447639	0.0038	0.0237475
*col-109*	2.7839511	5.00 × 10^−5^	0.00070927
* pqn-74	2.3770804	5.00 × 10^−5^	0.00070927
*fipr-24*	6.4057217	5.00 × 10^−5^	0.00070927
*T06E4.8*	2.1258335	0.0002	0.00233793
*F41E6.11*	2.7376684	5.00 × 10^−5^	0.00070927
*clec-67*	356.70377	0.0007	0.00656909
**GO Term: Response to Biotic Stimulus GO: 0009607**			
**Gene name**	**RNAseq Fold change**	***p* value**	**q value**
*nlp-30*	5.5977832	5.00 × 10^−5^	0.00070927
*fipr-7*	Infinity	5.00 × 10^−5^	0.00070927
*F20G2.5*	4.2163742	5.00 × 10^−5^	0.00070927
*sodh-1	2.0632794	5.00 × 10^−5^	0.00070927
*clec-61	3.9058333	5.00 × 10^−5^	0.00070927
*irg-1*	4.981529	5.00 × 10^−5^	0.00070927
*math-38	8.2638921	5.00 × 10^−5^	0.00070927
**GO Term: Molting Process GO 0042303**			
**Gene name**	**RNAseq Fold change**	***p* value**	**q value**
*dpy-13*	15.645535	5.00 × 10^−5^	0.00070927
*nas-30*	2.0286994	0.0002	0.00233793
*rol-6*	8.4057641	0.0003	0.00330399
*sqt-1*	12.831644	5.00 × 10^−5^	0.00070927
*sqt-2*	5.002505	5.00 × 10^−5^	0.00070927
**Genes downregulated in *daf-1(m40)* mutants**			
**GO Term: Response to Biotic Stimulus GO: 0009607**			
**Gene name**	**RNAseq Fold change**	***p* value**	**q value**
ilys-5	9.66785229	5.00 × 10^−5^	0.00070927
clec-218	5.85451214	5.00 × 10^−5^	0.00070927
lys-4	9.58417075	5.00 × 10^−5^	0.00070927

* represents genes selected for validation by qPCR.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/11/3/288/s1. Figure S1: PCA plot of all 9 samples. Table S1: Summary of RNA sequencing analysis. Table S2: List of primers used in qPCR validation. Table S3: List of differentially expressed genes between N2 and *daf-1(m40)*. Table S4: List of differentially expressed genes between *daf-1(m40)* and *daf-1(m40)*; *daf-3(mgDf90)*. Table S5: List of differentially expressed genes between N2 and *daf-1(m40)*; *daf-3(mgDf90)*.

# Supplementary material for: Transcriptomic Profiling of DAF-7/TGFβ Pathway Mutants in C. elegans
**Source:** Genes (Basel). 2020 Mar 9;11(3):288. doi: 10.3390/genes11030288
**Supplement:** Supplementary file 1

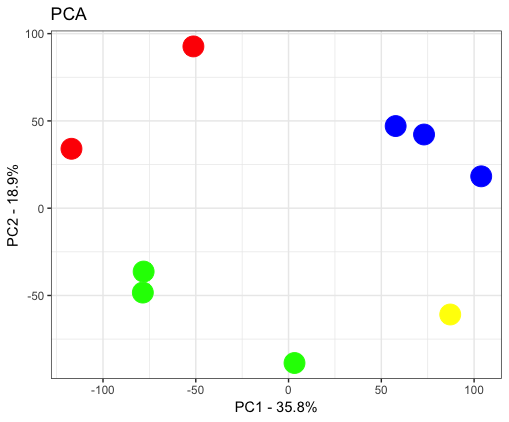

**Supplemental Figure 1:** PCA analysis of all 9 of the sequenced samples. Red dots denote *daf-1;daf-3* (b1, b2) double mutants, blue dots denote *daf-1* single mutants, and green dots denote wild-type N2. Yellow dot denotes *daf-1;daf-3* b3 that was not included in further downstream analysis.

How the deposited data were processed for this re-analysis (not part of the article)

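RNA was sequenced from 9 populations of hermaphrodites, 3 replicates each of N2, *daf-1* and *daf-1*; *daf-3* animals, grown at 16 °C to the L4 stage and then held at 25 °C. The text of the paper gives 24 h at 25 °C and the sample labels give 25 h. The authors demultiplexed the reads with bcl2fastq 1.8.4, trimmed them with Trim Galore 0.4.0, aligned them with TopHat2 2.0.12 to WBcel235, and estimated transcript abundance with Cufflinks, whose version the sample labels give as 2.21. The deposited table holds FPKM values, which the authors computed in each library with Cufflinks and did not log-transform or round to counts. It has 40313 entries, 1 per merged locus, and 1 column for each of the 9 libraries. No column belongs to another sample. Of the entries, 186 (0.461%) name no gene, 4882 name several genes whose loci were joined, and 346 carry a name that another entry also has. A joined entry gives 1 value for all its genes, which cannot be read apart. Entries that name no gene held between 0.0502% and 0.257% of the FPKM total of a library.

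The numbers of input read pairs were 25910745, 27407213 and 35677949 in N2 replicates 1, 2 and 3, 29772641, 27197644 and 28897237 in *daf-1*, and 32871192, 29080542 and 30583326 in *daf-1*; *daf-3*, of which 25163586 to 34509496 per library aligned. Between 16063 and 17196 entries per library were above 0. FPKM totals ran from 748170 to 959313, and the 10 highest entries held 4.83 to 6.57% of a library's total, and 10.7% in *daf-1*; *daf-3* replicate 3. Counts of reads per gene were not used here, so counting error was not computed and the spread between replicates is the only measure of precision. SDs are between libraries of a genotype.

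Gene expression was compared with limma 3.58.1 in R 4.3.3, on log2(FPKM + 0.25), with all 3 genotypes in 1 linear model and empirical Bayes moderation with a trend of variance on level. An entry was tested when at least 2 libraries reached 0.5 FPKM, which left 13751 entries, 11890 with 1 gene name and 1861 joined. A DEG has a difference of at least 2-fold and a Benjamini-Hochberg adjusted p below 0.05 over all tested entries of its comparison. The comparisons are *daf-1* vs. N2, *daf-1* vs. *daf-1*; *daf-3*, and *daf-1*; *daf-3* vs. N2. The test takes logged FPKM values in place of the counts that Cuffdiff models, so the numbers of DEGs are those of a different test at the thresholds that the paper states. Values from the 8 libraries that the paper analysed come first, and values from all 9 libraries, with *daf-1*; *daf-3* replicate 3, second. That replicate enters the comparison of *daf-1* with N2 only through the shared spread and the entries tested. With 8 libraries the *daf-1*; *daf-3* group has n = 2. Fold changes of genes listed at 0 in a genotype depend on the added 0.25 and are no bounds.

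For principal components, distances and hierarchical clustering, each entry was scaled to mean 0 and SD 1 over the libraries. The nearness of *daf-1*; *daf-3* to N2 was tested by an exact permutation of the N2 and *daf-1* labels. This permutation has too few splits to pass the p threshold set for DEGs, so it cannot decide the question. Shares carry 95% binomial intervals over genes, which are not independent, so the intervals do not measure the spread between libraries. Gene positions come from the annotation of WBcel235, in which 95.34% of entries with 1 gene name were found.

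Lists of genes (42 tested) were fixed before the data were examined, except that the values of Table 2 and Tables S3 to S5, which come from these libraries, had been seen. They are families, tissue markers and processes, and the 4 groups of Table 2, which the study picked from the same libraries. Several of the families and processes, such as the ion channels, hold genes that the paper names, so they are not independent of the study. For each list the members past the thresholds were counted, adjusted over all entries and over the list alone, and the list was tested with camera, at its preset correlation between genes of 0.01 and with a correlation estimated from the data. A list of mitochondrial genes was not tested, since none of its 12 members had an entry of its own. The available copies of supplementary Tables S3 and S4 hold fewer genes than the text states, so no overlap with Tables S3 to S5 was tested.

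The genes named in the text follow a rule that was fixed together with the lists. It takes every gene that the paper names as measured, the genes of the DAF-7 pathway, the 10 highest and 10 lowest fold changes of each comparison with *daf-1* (5 and 5 for *daf-1*; *daf-3* vs. N2) among DEGs with an entry of their own, libraries that do not overlap and a mean of at least 5 FPKM in the higher genotype, and up to 4 members of each list with the smallest p. Genes named beside a count of a list or class, such as *col-17*, *col-71*, *bli-6*, *col-95*, *spp-14*, *clec-31* and *abu-7*, and the genes around *daf-3* and in the region of chromosome IV were chosen after their values were seen.

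The paper calls the replicates batches, so libraries with the same number form a batch, and the replicate number was also fitted as a block. After the genotype mean was removed, libraries of the same number had, over all 9 libraries, correlations over genes of 0.189, 0.124 and 0.225 between N2 and *daf-1* (replicates 1, 2 and 3), 0.224, 0.132 and 0.525 between N2 and *daf-1*; *daf-3*, and 0.143, 0.094 and 0.269 between *daf-1* and *daf-1*; *daf-3*. N2 replicate 1 correlated better with *daf-1*; *daf-3* replicate 2 (0.321) than with replicate 1. Without replicate 3 of the double mutants the correlations were −0.057 and 0.014 between N2 and *daf-1*; *daf-3* (replicates 1 and 2) and 0.039 and 0.03 between *daf-1* and *daf-1*; *daf-3*.

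The alternatives were all 9 libraries, pseudocounts of 0.1 and 1, no filter, a mean of at least 1 FPKM, median-ratio scaling, quantile normalization, the same FPKM total in each library, only the 2 genotypes compared in the fit, the replicate as a block with 8 and with 9 libraries, no minimum fold, a robust moderation, the removal of each library in turn, and other distances. A fit with replicates 1 and 2 only was added after the data were seen. With quantile normalization the median log2 fold change of all tested entries was −0.102 in *daf-1* vs. N2, against 0.016 in the main fit. Scaling to the same FPKM total gave 0.236 in *daf-1* vs. *daf-1*; *daf-3* (0 in the main fit) and −0.211 in *daf-1*; *daf-3* vs. N2 (0.019). All other medians under these scalings were below 0.1 in size.

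The procedure was tested on simulated data with the spread of these libraries, in which 200 genes were changed. In *daf-1* vs. N2, 42% and 40% of genes raised and lowered 2-fold and 96% and 88% of those changed 4-fold were called. In *daf-1* vs. *daf-1*; *daf-3* the shares were 38%, 36%, 92% and 88%. The fold threshold itself keeps the shares for 2-fold changes low. The adjusted p threshold alone was passed by 66% of genes raised and 66% of genes lowered 2-fold against N2, and by 64% and 60% against *daf-1*; *daf-3*. Fewer genes were changed in the simulation than were called in the data, which can make the adjusted p stricter there. Among 13551 unchanged genes 8, 8 and 0 were called in the 3 comparisons. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.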

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

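Every test of an explanation in this part was chosen only after the result it tests was seen, and the bound for germline RNA as the whole cause was changed, and changed again, after its values were known: the first, that at most 50% of the 862 genes lie 2-fold above the somatic median, was met with 376 (43.62%), and the second, with 95% intervals, gave 559.

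Replicate 3 of the *daf-1*; *daf-3* mutants, which the paper left out, was far from replicates 1 and 2 in 10 lists of genes: 3.562 above their mean on the log2 scale for the *abu*, *pqn* and other genes of Table 2 under protein folding (largest such difference within N2 or *daf-1* 1.587), 1.957 for pharynx markers (0.819), 1.718 for molting genes (0.712), 1.475 for the raised defense genes of Table 2 (0.346), 1.428 for hedgehog-related genes (0.69), 1.216 for *abu* and *pqn* genes (0.521), 1.119 for neuron markers (0.521), 1.054 for genes raised by DAF-16 (0.232), −1.11 for adult collagens (0.637) and −1.261 for vitellogenins (0.439). The tables argue against a library of N2 or *daf-1* animals, since *daf-3* had 0 FPKM in it, against low depth, with 29507662 aligned pairs inside the range of the other libraries, and against dilution by the ncRNAs Y53H1C.11 (43890 FPKM) and R08C7.16 (2572 FPKM), both listed at 0 in the other 8 libraries, whose removal would shift all other values by 0.08 (log2). An effect shared by the libraries of batch 3 remains open: over genes, its deviation from the genotype mean correlated with that of N2 replicate 3 at 0.525 and with *daf-1* replicate 3 at 0.269, against −0.104 at most with a library of another batch, although removing the genotype means pushes the other values below 0. Batch 3 was highest of the batches in all 3 genotypes for molting, pharynx, hedgehog-related, *abu* and *pqn* genes. It was lowest in all 3 for germline, oocyte, vitellogenin and adult collagen genes. Other lists were not uniform: in batch 3 sperm genes were lowest in 2 genotypes, and larval collagens highest in 2 and lowest in 1. Which direction younger animals would give for these 2 lists was not tested. That the animals of batch 3 were younger when collected is a hypothesis that these libraries cannot separate from other effects of the batch.

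Most DEGs of *daf-1* vs. N2 were higher in *daf-1*, 862 of 993. More embryos held in the animals, at the stages that express the 25 embryo genes, are argued against by their median log2 fold change of −0.424, with all of them below 0. Embryos held at stages that do not express these genes stay open, since the list does not measure them. A lower share of germline RNA in *daf-1* animals stays open, in part or as the whole cause: 50 markers of somatic tissues had a median of 0.681 with 47 above 0, while all 32 germline and oocyte markers lay below 0 (median −0.348). The somatic median was 0.662 with 40 above 0 after quantile normalization and 0.747 with replicates 1 and 2 only. That 247 of the 862 lay above the somatic median at a one-sided adjusted p below 0.05 decides nothing about the whole cause, since all 862 were selected at 2-fold or more, above that median. A change of somatic transcription by *daf-1* itself stays open beside it. So does a difference in developmental stage between the genotypes, which the paper names as a possible confounder, since synchrony was not measured in these libraries.

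F25E2.2 (X: 806991 to 810794), F25E2.3 (X: 811173 to 813163) and *ifd-2* (X: 813854 to 815929), which the paper does not discuss, had at most 0.064, 0.034 and 0.028 FPKM in any *daf-1*; *daf-3* library, against at least 39.315, 2.368 and 11.377 in every N2 and *daf-1* library. With *daf-3* they make a run of 4 neighbouring genes, as a deletion that reaches beyond *daf-3* would give, and lower transcription across the genome is argued against by only 1 other gene, C06C3.10 (II: 9375845 to 9377258), with as complete a loss (0 in the double mutants, at least 1.013 in the others). A deletion with an end between F25E2.2 and its neighbour in the direction of lower coordinates is therefore a candidate explanation for the loss of these 4, and DNA of the strain was not examined. Effects assigned to *daf-3* in the double mutants may then include effects of the other 3 genes, which cannot be separated in these libraries.

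*nhr-79* (V: 19207676 to 19211895), a nuclear hormone receptor gene that the paper does not discuss, was at 2.716 FPKM or more in every N2 library and listed at 0 in all 6 *daf-1* and *daf-1*; *daf-3* libraries. The 24 genes of the response to infection, of which the paper discusses *irg-1*, had medians of 1.996 in *daf-1* vs. N2 and 2.147 in *daf-1*; *daf-3* vs. N2. They passed camera with an estimated correlation (adjusted p = 0.0415 and 0.0195) but not with the replicate as a block (0.234 and 0.345). With that block and 8 libraries no list passed this test, so the failure is not particular to these genes. The same block fit called 15 of the 24 higher in each comparison, and camera at its preset correlation gave adjusted p = 1.56e-06 and 2.18e-10.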

How the results depend on the processing

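The fit with replicates 1 and 2 only was chosen after the results were seen. Of the main results under alternatives, 184 values stayed within the range set for them, 47 moved out of it and 2 reversed. With all 9 libraries the DEGs were 641 (*daf-1* vs. N2), 163 (*daf-1* vs. *daf-1*; *daf-3*) and 395 (*daf-1*; *daf-3* vs. N2), 70 shared and 64 in the same direction. No minimum fold, a wider threshold by construction, gave 3927, 5095, 2254, 2016, 1929 and 1911 not called against *daf-1*; *daf-3*, and only 45.4% higher in *daf-1* than N2, a reversed majority. Quantile normalization gave 61.2%. A pseudocount of 1 gave 1153, 196 and 183 for *daf-1* vs. *daf-1*; *daf-3*, shared and same direction. The block with 9 libraries gave 205, 434, 91 and 84 for *daf-1* vs. *daf-1*; *daf-3*, *daf-1*; *daf-3* vs. N2, shared and same direction, and 17 lists past the test in *daf-1*; *daf-3* vs. N2; with 8 it moved no count of DEGs by over 1.5 times, and ended 12 and added 11 calls of named genes. The distance ratio reversed to 0.986 with 1 minus Spearman correlation. Of 42 lists, 28, 20 and 11 passed camera in the 3 comparisons, 1, 0 and 1 with an estimated correlation, and 19 in *daf-1*; *daf-3* vs. N2 with the same FPKM total. Beyond the fold threshold, and the shared spread through which replicate 3 of *daf-1*; *daf-3* enters *daf-1* vs. N2, the cause was not tested.

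Leaving out 1 library at a time gave 620 (N2 replicate 2) to 1377 (N2 replicate 3) DEGs of *daf-1* vs. N2, with 654 without *daf-1* replicate 3; 593 (*daf-1*; *daf-3* replicate 1) to 2052 (*daf-1*; *daf-3* replicate 2) of *daf-1* vs. *daf-1*; *daf-3*, with 1081 without *daf-1* replicate 3; and 825 to 1374 of *daf-1*; *daf-3* vs. N2. Shared were 140 (*daf-1* replicate 3) to 661 (N2 replicate 3), in the same direction 126 to 640, and not called against *daf-1*; *daf-3* 447 (N2 replicate 2) to 1035 (*daf-1*; *daf-3* replicate 1). The share higher ran from 83.5 to 88.5%, and the lists past the test from 28 to 32, 18 to 23, and 11 to 18. Where 1 *daf-1*; *daf-3* library is left, it is assumed to vary like the other genotypes. Among 574 pairs of named gene and comparison, 11522 values under alternatives fell on the same side of the thresholds, 743 lost the call, 282 gained it and none changed direction with a call. What depth limits was not measured, since counting error was not computed.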

Differences from the paper's values

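The setting with replicates 1 and 2 only was chosen after the values were seen. At the thresholds that the paper states, with limma in place of Cuffdiff, 19 of the 25 genes of Table 2 were called against both N2 and *daf-1*; *daf-3*, in the direction that the paper gives. The other 6 were called against *daf-1*; *daf-3* and not against N2: *abu-8* (log2 fold change against N2 1.69, adjusted p = 0.105), *abu-10* (1.52, adjusted p = 0.109), *abu-11* (1.78, adjusted p = 0.0692), *col-109* (1.69, adjusted p = 0.0501), T06E4.8 (1.61, adjusted p = 0.134) and *nas-30* in its joint entry with Y95B8A.2 (1.07, adjusted p = 0.103). The fold changes of these 6 had the direction that the paper gives. For *abu-8* and *abu-11* the paper also reports an increase in *daf-1* by qPCR on the same RNA, in each batch. Of the 19, 2 (*clec-67* and F20G2.5) were called with all 9 libraries and 5 when the replicate was also a block. Leaving out 1 library called 9 (*daf-1*; *daf-3* replicate 1), 10 (*daf-1* replicate 3), 11 (N2 replicate 2) or 12 (*daf-1* replicate 1 or 2) of them, and 16 to 18 for the other libraries. Quantile normalization called 12, a pseudocount of 1 called 14, no filter and a mean of at least 1 FPKM 15 each, and every other planned setting at least 17. Without N2 replicate 3 all of the 6 were called against both. The replicate block with 8 libraries called *abu-8*, *abu-11*, *col-109* and *nas-30* and missed 2 of the 19, *irg-1* and *nlp-30*. *col-109* was also called with a pseudocount of 1, a mean of at least 1 FPKM, quantile normalization, only 2 genotypes in the fit, and without *daf-1*; *daf-3* replicate 1 or 2. *abu-11* was called with replicates 1 and 2 only, a setting chosen after the values were seen, which drops 6 of the 19 (*abu-1*, *nlp-30*, *fipr-7*, *irg-1*, *dpy-13* and *rol-6*).

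The paper names *dat-1*, *unc-8* and *twk-40* among neuronal genes raised in *daf-1* mutants. Against N2 limma called none of the 3, except without N2 replicate 3, where each passed (log2 fold changes 1.16, 1.22 and 1.02, adjusted p = 0.0416, 0.0322 and 0.0481), and against *daf-1*; *daf-3* *unc-8* (log2 fold change 1.78, adjusted p = 0.0147) and *twk-40* (1.12, adjusted p = 0.0479) were, while *unc-38* was called against both.

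The paper places the double mutants nearer to N2 than to *daf-1* mutants. The ratio of mean distances was 1.141 in the same direction and fell to 0.986, the other direction, with 1 minus the Spearman correlation.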

Other observations

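The region of chromosome IV and the counts in other splits of the libraries were chosen only after the results were seen. Genes that answer infection were raised in both mutants: 15 of 24 were higher and 0 lower in *daf-1* than in N2 (limma, 2 lower at an unadjusted p below 0.05; median log2 fold change 2.00, and 1.94, 2.05 and 1.99 within batches 1, 2 and 3; camera adjusted p = 7.56e-09). Against *daf-1*; *daf-3* 1 was higher and 6 were lower, so that for most of them the rise was also present in the double mutants. F55G11.2, F55G11.8, *dod-22*, *dod-24* and K08D8.5 of the list lie together on chromosome IV, where 14 of the 18 tested genes from K08D8.3 to K10D11.7 (IV: 12903785 to 12995986) were higher in both mutants than in N2. The region was picked for these values, so the count tests nothing. K08D8.5 (IV: 12910647 to 12912129) rose by 4.46 in *daf-1* and 5.13 in *daf-1*; *daf-3*, and F55G11.8 (IV: 12962808 to 12964645) by 4.16 and 4.39. C32H11.9 (IV: 12935011 to 12936271) rose little in *daf-1* (1.06) and by 6.63 in *daf-1*; *daf-3*. Neighbouring genes are not independent, and *daf-1* itself lies on the same chromosome at 132416 to 138081.

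Targets of DAF-16, the transcription factor of insulin signaling, changed in part. Of 17 genes that DAF-16 raises, 3 were higher than in N2 (4 adjusted over the list alone; median 0.64; 0.79, 0.83 and 0.54 within the batches), *dod-6* at 427 FPKM (SD 45.4) against 181 (SD 36.9) and *dct-16* at 2807 (SD 339) against 1258 (SD 263) among them, and 6 were higher than in *daf-1*; *daf-3*. For the 17 genes the medians against *daf-1*; *daf-3* were 0.835, 0.595 and −0.28 within the batches. With all 9 libraries 1 of them was higher than in N2 and 1 higher than in *daf-1*; *daf-3*. Of 16 genes that DAF-16 lowers, 8 were higher than in N2 (median 0.93), and against *daf-1*; *daf-3* 2 were higher and 4 lower. Among the 8 were *dod-17*, *dod-21*, *dod-22* and *dod-24*, which lie together in the region of chromosome IV described above. *dod-22* and *dod-24* were also counted with the infection genes, so the counts are not separate evidence. The camera adjusted p values of the 2 DAF-16 lists against N2, 0.000265 and 1.61e-05, were 0.248 and 0.199 with an estimated correlation. Of 59 neuropeptide genes 6 were called higher than in N2 and 50 were higher at an unadjusted p below 0.05, with a median of 0.70 (0.69, 0.69 and 0.70 within the batches; camera adjusted p = 3.19e-15, and 0.199 with an estimated correlation, which did not pass), and 4 passed in *daf-1*; *daf-3* vs. N2 (median 0.67). Against N2 the 14 neuron markers moved by a similar amount in *daf-1* (median 0.60; 0 called by limma, 11 higher at an unadjusted p below 0.05). *nlp-18* had 9.62 FPKM (SD 0.517) in N2, 19.8 (SD 0.611) in *daf-1* and 17.1 (SD 1.17) in *daf-1*; *daf-3*. Of 28 insulin-like genes 3 were higher and 1 lower than in N2 (median 0.62), with *ins-18* at 6.63 FPKM (SD 1.12) against 2.94 (SD 0.529).

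Genes of the DAF-7 pathway itself changed little: none of 7 was called against N2 (limma; 1 higher and 3 lower at an unadjusted p below 0.05). *daf-7* had 3.50 FPKM in N2, 4.93 in *daf-1* and 3.45 in *daf-1*; *daf-3* (log2 fold change against N2 0.47, adjusted p = 0.0457), *daf-5* fell by 0.52 (adjusted p = 0.0125), *bra-1* by 0.57 (adjusted p = 0.00777), and *daf-8* and *daf-14* moved by 0.14 and 0.13. *daf-4* was measured in a joint entry with C05D2.11 (0.12, adjusted p = 0.325). The 12 genes of the DBL-1 pathway had 0 called against N2 in limma (2 at an unadjusted p below 0.05), and *sma-4*, with 17.8 FPKM (SD 1.60) in *daf-1*, came nearest (0.75, adjusted p = 0.00228). Of 11 genes of steroid and insulin signaling in dauer formation 0 were called (limma, 1 higher and 3 lower at an unadjusted p below 0.05). Cytosolic heat shock genes had 0 of 11 called against N2 in limma (7 lower at an unadjusted p below 0.05, median −0.48), and with the replicate as a block 3 lower with 8 libraries and 0 with all 9. In fatty acid metabolism 2 of 28 were higher and 1 lower (median 0.23), and *fat-2* fell by 0.96 (adjusted p = 0.000328).

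The DEGs were also counted in other splits of the libraries into 3 and 3, in fits of 2 genotypes each, whose counts therefore differ from those of the fit of all 3. With 10 splits a share under 0.05 cannot be reached. For *daf-1* vs. N2 the real split, the 1 with the most, had 1169 DEGs and the highest other 5, for *daf-1* vs. *daf-1*; *daf-3* with 9 libraries 59 and 4, and for *daf-1*; *daf-3* vs. N2 with 9 libraries 256 and 4. Across genes, the differences of *daf-1* from N2 and from *daf-1*; *daf-3* correlated at 0.494, and at 0.451 in simulated data with no true change, since both use the same *daf-1* libraries, while their covariance was 0.325 against 0.0544.

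The ncRNAs K01D12.18 and C16B8.10 had at least 2.086 FPKM in every N2 library and were listed at 0 in every mutant library.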
